# *Plau* and *Tgfbr3* are YAP-regulated genes that promote keratinocyte proliferation

**DOI:** 10.1038/s41419-018-1141-5

**Published:** 2018-10-31

**Authors:** Susan M. Corley, Veronica Mendoza-Reinoso, Nichole Giles, Emma Suwanun Singer, John E. Common, Marc R. Wilkins, Annemiek Beverdam

## Abstract

Yes-associated protein (YAP) is a mechanosensor protein and a downstream effector of the Hippo kinase pathway, which controls organ growth, cell proliferation, survival, maintenance and regeneration. Unphosphorylated YAP translocates to the nucleus where it acts as a cofactor of primarily the TEAD transcription factors to activate target gene transcription and cell proliferation. Perturbed YAP activation results in tumorigenesis. The pathways downstream of activated YAP that drive cell proliferation remain relatively unexplored. In this study, we employed YAP2-5SA-∆C transgenic mice, which overexpress a mildly activated YAP mutant protein in basal keratinocytes leading to increased proliferation of the epidermal stem/progenitor cell populations. We performed massively-parallel sequencing of skin biopsy mRNA (RNA-Seq) and found dysregulation of 1491 genes in YAP2-5SA-∆C skin, including many with roles in cell activation and proliferation. Furthermore, we found that 150 of these dysregulated genes harbored YAP/TEAD binding motifs in the 3′ UTR, suggesting that these may be direct YAP/TEAD target genes in the control of epidermal regeneration. Further validation and functional characterization assays identified *Plau* and *Tgfbr3* as prime candidate genes that may be activated by epidermal YAP activity in the mouse skin in vivo to promote keratinocyte proliferation. This study provides novel insights into the mechanisms regulated by YAP that control tissue homeostasis, and in particular in conditions where YAP is aberrantly activated such as in neoplastic and regenerative skin disease.

## Background

Tissue growth during embryonic development and during postnatal regeneration are intricately coordinated processes that are perturbed during regenerative disease. Oncoprotein Yes-associated protein (YAP) is a critical and highly conserved regulator of organ size and tumorigenesis. As a transcriptional coactivator, YAP shuttles between cytosol and the nucleus. In the cytosol, YAP is inactive. In the nucleus, it interacts with the TEAD transcription factors to activate target gene transcription and cell proliferation^1,2^.

YAP activity is generally known to be controlled by the conserved Hippo kinase pathway, which ultimately phosphorylates and inactivates YAP by cytosolic retention^1^. However, recent pioneering work has demonstrated that local mechanical cues play a major overarching role in the regulation of YAP nucleocytoplasmic shuttling^3,4^. The earliest evidence of this comes from a study that shows that YAP nuclear localization and activity are inversely correlated with cell density [7]. Moreover, recent studies have shown that cell shape and size, cell-cell, and cell-matrix interactions play a major role in regulation of YAP activity^3,4^. In fact, these mechanical cues dominate over the activity of the core Hippo kinase cassette in the regulation of YAP activity ^3,4^.

Our understanding of the upstream mechanisms controlling YAP activity has advanced considerably in the last ten years, yet our understanding of what occurs downstream of YAP to drive cell proliferation and to maintain tissue homeostasis remains relatively limited. This study investigated the genes regulated by epidermal YAP activity to promote keratinocyte proliferation in the mouse skin using the YAP2-5SA-∆C transgenic mouse model. These mice express a mildly dominant active YAP mutant protein in basal Keratin5/14-positive keratinocytes, leading to severe skin abnormalities, including epidermal hyperplasia, progressive dorsal alopecia due to abnormal hair follicles, loss of whiskers and dry, scaly skin^5^. These abnormalities are caused by increased proliferation of the basal stem/progenitor cell populations displaying high nuclear β-catenin and GLI2 activity^5–8^. There were however no signs of tumour formation in the skin of YAP2-5SA-∆C mice^5^. Therefore, this transgenic mouse model allows for investigation of the molecular changes downstream of activated YAP to promote cell proliferation in vivo, but not leading to tumorigenesis.

We performed whole transcriptome sequencing of skin tissue of YAP2-5SA-∆C transgenic mice to obtain insights into the global changes of gene expression in the mouse skin that drive keratinocyte proliferation in response to epidermal YAP activity, and to identify putative YAP/TEAD direct target genes in epidermal regeneration. *Plau*, the gene encoding Plasminogen Activator, Urokinase, and *Tgfbr3* were identified as prime candidate genes that may be activated in response to epidermal YAP activity to promote keratinocyte proliferation in the epidermis.

## Results

### RNA-Seq analysis shows widespread gene dysregulation in the YAP2-5SA-∆C skin

To obtain insights into the global changes of gene expression in the mouse skin in response to epidermal YAP activity, we performed whole transcriptome sequencing of skin tissue of YAP2-5SA-∆C transgenic mice. RNA was extracted from dorsal neck skin biopsies of three P33 female YAP2-5SA-∆C mice (TG) showing the early onset of the externally visible phenotype^5^, and of three female wild type littermate mice (WT). 

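The 6 libraries, 3 from wild type and 3 from YAP2-5SA-∆C female mice at 33 days of age, were analysed from the authors' deposited table of raw counts per Ensembl gene. The authors mapped paired-end reads to GRCm38 with Tophat2 and Bowtie2 and counted uniquely mapped reads per gene with HTSeq-count, so reads that fit several near-identical genes are missing from the counts. The paper describes mRNA libraries and the sample labels name a kit for total RNA, and both are given here because the kit changes which RNAs are counted. The table holds 26579 genes. Total counts were 17431508, 19505036 and 11225705 in wild type replicates 1, 2 and 3, and 17482441, 17022664 and 15942928 in YAP2-5SA-∆C replicates 1, 2 and 3. These totals are reads counted on genes, and all values use them, whereas the number of reads per sample stated in the paper is that of sequenced reads. Between 17.2% and 20.4% of the counts of a library fell on the mitochondrial ribosomal RNAs. In wild type replicate 3, the unnamed gene ENSMUSG00000045999 took 5.27% of the counts, against 0.0634% to 0.288% in the other libraries.
The 15102 genes with at least 1 CPM (counts scaled to library size) in at least 3 samples were tested after TMM normalization. The main test was edgeR's quasi-likelihood test with genotype as the only term, and the likelihood-ratio test of edgeR and voom were run as the paper's methods describe, each with Benjamini-Hochberg adjustment (FDR) and a threshold of 0.05. As a check of the labels, the transgenic gene was examined. *Yap1* (ENSMUSG00000053110, chromosome 9 of GRCm38 from 7931999 to 8004596) had 131 ± 9.47 CPM (SD, n = 3) in wild type and 136 ± 7.32 CPM (SD, n = 3) in YAP2-5SA-∆C skin, a log2 fold change of 0.06 (standard error 0.07) with an FDR of 0.635 in edgeR's quasi-likelihood test. The counts are per mouse gene, and it is not known whether reads of the transgene were counted on *Yap1*. The X-linked *Xist* had 14393 to 24502 counts in each library, and the Y-linked *Uty* at most 6 and *Eif2s3y* at most 1, which fits the female sex in the labels.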

Histology analyses confirmed epidermal hyperplasia in YAP2-5SA-∆C skin consistent with previous reports (Fig. 1)^5^. The six RNA-Seq libraries were sequenced on the Illumina NextSeq platform to produce approximately 30 million, 75 nucleotide paired-end reads per sample. Differential expression analysis was performed using the Bioconductor packages, edgeR^9^ and limma (Voom)^10^ as detailed in Methods.

**Fig. 1:**
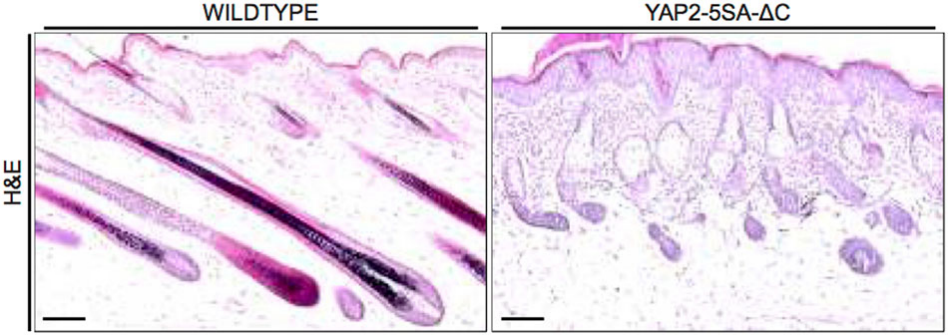
YAP2-5SA-ΔC mouse skin histology. Hematoxylin and eosin staining showing the skin histology of wildtype (**a**) and YAP2-5SA-ΔC (**b**) mice. Scale bars = 20 µm

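On the MDS plot of the 500 genes with the largest pairwise differences (log2 CPM, prior count 2), dimension 1 took up 70.2% of the variance and dimension 2 took up 12.9%. The wild type libraries lay at -0.51, -1.20 and -1.08 on dimension 1 in the order of their replicate numbers, and the YAP2-5SA-∆C libraries at 0.30, 2.24 and 0.26. All YAP2-5SA-∆C libraries were therefore on the other side of all wild type libraries, with a difference between the genotype means of 1.86 (two-sided exact permutation test, p = 0.1, the smallest p that 3 mice against 3 allow). The spread within YAP2-5SA-∆C skin (SD 1.13, n = 3) was larger than that within wild type skin (SD 0.37, n = 3), because YAP2-5SA-∆C replicate 2 lay apart from the others. Without that library, a fit added after seeing the data, the difference was 1.29. With all tested genes in place of 500, the difference was 0.45 on a scale that averages over more unchanged genes (two-sided exact permutation test, p = 0.1).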

The wildtype and YAP2-5SA-∆C transcriptomes could be distinguished along the first principal component using a multidimensional scaling (MDS) plot (Fig. 2a). Differential expression analysis using edgeR identified 1491 differentially expressed genes (DEGs) at an FDR < 0.05. 

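In edgeR's quasi-likelihood test, 288 of the 15102 tested genes had an FDR below 0.05, 218 of them higher and 70 lower in YAP2-5SA-∆C skin. With the likelihood-ratio test of the paper's methods, 1568 genes passed the same threshold, and 278 of the 288 were among them. Of the 1491 genes of Table S1, all were among the tested genes, all changed in the direction the table gives, 1311 had an FDR below 0.05 in the likelihood-ratio test and 260 in the quasi-likelihood test. Among the settings with all 6 libraries and genotype as the only term, DESeq2's Wald test moved the count most, to 1590 genes. Single libraries also moved it. Without YAP2-5SA-∆C replicate 2, the quasi-likelihood test called 816 genes, whereas it called 0 genes without wild type replicate 2, without wild type replicate 3 or without YAP2-5SA-∆C replicate 3, where 2725, 2844 and 3692 genes had an unadjusted p-value under 0.05. The likelihood-ratio test called between 617 and 1694 genes when each library was left out in turn.
The 5 higher genes with the lowest quasi-likelihood p-values were *Ctss*, *Adam8*, *Lce3e*, *Teddm3* and *Aqp3*, and the 5 lower were *Eprs*, *Ctgf*, *Emp1*, *Btaf1* and *Paqr8*. *Adam8* (ENSMUSG00000025473, chromosome 7 from 139978932 to 139992562) rose from 11.7 ± 0.547 CPM to 28.0 ± 2.64 CPM (SD, n = 3 each), a log2 fold change of 1.25 (standard error 0.09) with an FDR of 0.0101 in the quasi-likelihood test of edgeR. *Eprs* (ENSMUSG00000026615) fell from 270.3 ± 16.3 CPM to 153 ± 5.49 CPM (SD, n = 3 each), a log2 fold change of -0.82 (standard error 0.07) with the same FDR.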

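With voom, 249 of the 15102 tested genes had an adjusted p-value below 0.05, 186 of them higher and 63 lower in YAP2-5SA-∆C skin. Of these, 239 were also called by edgeR's likelihood-ratio test, a share of 96.0% (95% Wilson interval 92.8% to 97.8%), and 239 were called by its quasi-likelihood test. The 249 genes included 237 of the voom genes of Table S1. The count of voom calls depended on which libraries entered: it was 712 without YAP2-5SA-∆C replicate 2, 85 without wild type replicate 1 and 0 without wild type replicate 2, wild type replicate 3 or YAP2-5SA-∆C replicate 3. In these 3 fits, 2687, 2933 and 3761 genes had an unadjusted p-value under 0.05.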

Using voom we found a more conservative set of 260 DEGs of which 94% (245/260) were also included in the edgeR results (Fig. 2b). 

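Among the 1568 genes with an FDR below 0.05 in edgeR's likelihood-ratio test, 833 were higher and 735 were lower in YAP2-5SA-∆C skin, a share of 53.1% higher (95% Wilson interval 50.7% to 55.6%). The share was larger in the shorter lists, with 75.7% higher among the genes called by the quasi-likelihood test (95% Wilson interval 70.4% to 80.3%) and 74.7% among those called by voom. These intervals cover counting error only, since genes of the same tissue do not change independently. Without YAP2-5SA-∆C replicate 2, 407 of the 816 quasi-likelihood calls were higher, a share of 49.9%. The share rose to 86.6% of 142 calls without wild type replicate 1 and to 88.4% of 86 calls without YAP2-5SA-∆C replicate 1.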

A volcano plot of the edgeR results shows a similar number of up-regulated and down-regulated genes with a tendency towards the most statistically significant DEGs being up-regulated (Fig. 2c). Clustering analysis of the top 100 DEGs (edgeR; ranked by statistical significance) also demonstrates this tendency for up-regulation in the YAP2-5SA-∆C skin (Fig. 2d), in line with the role of YAP as transcriptional activator ^11^.

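Of the 100 genes with the lowest p-values in edgeR's likelihood-ratio test, 74 were higher in YAP2-5SA-∆C skin (95% Wilson interval 64.6% to 81.6%). With RLE size factors, upper-quartile factors, no low-count filter or at least 10 counts in every sample, the number was between 77 and 79. It was 52 without YAP2-5SA-∆C replicate 2 and 46 without YAP2-5SA-∆C replicate 3, and between 65 and 81 when any of the other 4 libraries was left out, so the tendency was not present in every set of 5 libraries.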

**Fig. 2:**
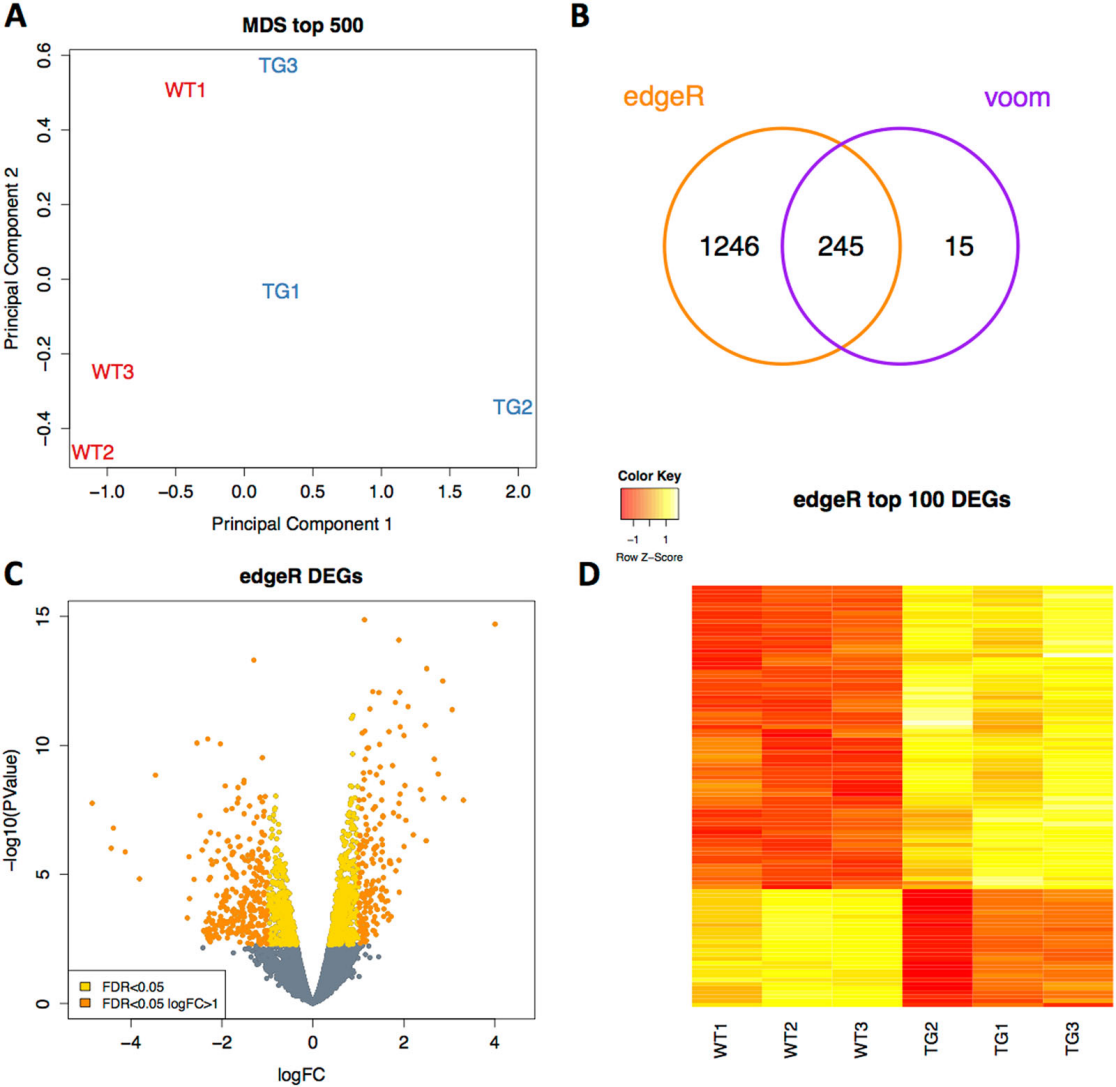
RNA-Seq differential expression. **a** Multidimensional scaling (MDS) plot showing separation of wild type (WT) and YAP2-5SA-ΔC (TG) samples. **b** Venn diagram of differentially expressed genes found by edgeR and voom (FDR < 0.05). **c** Volcano plot showing log fold change (logFC) on the x-axis and –log10 (*P* value) on the y-axis of gene expression alterations found using edgeR. Genes with FDR > 0.05 yellow and orange dots. Genes with greater than 2 fold change (logFC > 1) orange dots. **d** Heatmap showing change in gene expression across all WT and YAP2-5SA-ΔC (TG) samples for the top 100 differentially expressed genes (decreased expression (red) increased expression (yellow)

The DEGs were sorted by statistical significance (lowest FDR), and details of the differentially expressed genes can be found in Supplementary Table S1. Among upregulated genes are those that encode keratinocyte-specific intermediate filament proteins including *Krt6b/16*, (edgeR: FC = 7.23, FDR = 3.13E-10), which is typically upregulated in hyperproliferative and inflamed epidermis^12^. Also, the expression of *Krt14* (edgeR: Fold Change (FC) = 1.94, FDR = 0.085), which marks the expanded basal epidermal layer^5,13^, and *Inhba*2 (edgeR: FC = 1.57, FDR = 0.07) and *Cyr61*^14^ (edgeR*:* FC *=* *1.28, FDR* *=* *0.15)*, known direct targets of YAP, appear to be expressed at higher levels in YAP2-5SA-∆C skin although not reaching our statistical cut-off. In contrast, expression of YAP direct target *Ctgf*2 (edgeR: FC = −1.76, FDR = 2.07E-06) was downregulated in YAP2-5SA-∆C skin.

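*Krt6b* (ENSMUSG00000023041, chromosome 15 of GRCm38 from 101676023 to 101680287) rose from 46.9 ± 24.6 CPM in wild type to 337 ± 136 CPM in YAP2-5SA-∆C skin (SD, n = 3 each). Its log2 fold change was 2.85 (standard error 0.48), with an FDR of 0.0437 in the quasi-likelihood test and 1.22e-10 in the likelihood-ratio test of edgeR. *Krt6b* has the near-identical neighbour *Krt6a*, and only reads that mapped uniquely were counted, so the division of reads between these genes is uncertain. *Krt16* (ENSMUSG00000053797, chromosome 11 from 100246091 to 100248902) rose from 77.4 ± 28.7 CPM to 366 ± 75.7 CPM (SD, n = 3 each), a log2 fold change of 2.24 (standard error 0.27) with a quasi-likelihood FDR of 0.0300 from edgeR. Each YAP2-5SA-∆C library had more CPM than each wild type library for both genes. With each library left out in turn, the log2 fold change stayed between 2.53 and 3.31 for *Krt6b* and between 2.06 and 2.59 for *Krt16*, while the highest quasi-likelihood FDR was 0.186 and 0.177.

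**Figure D1:**
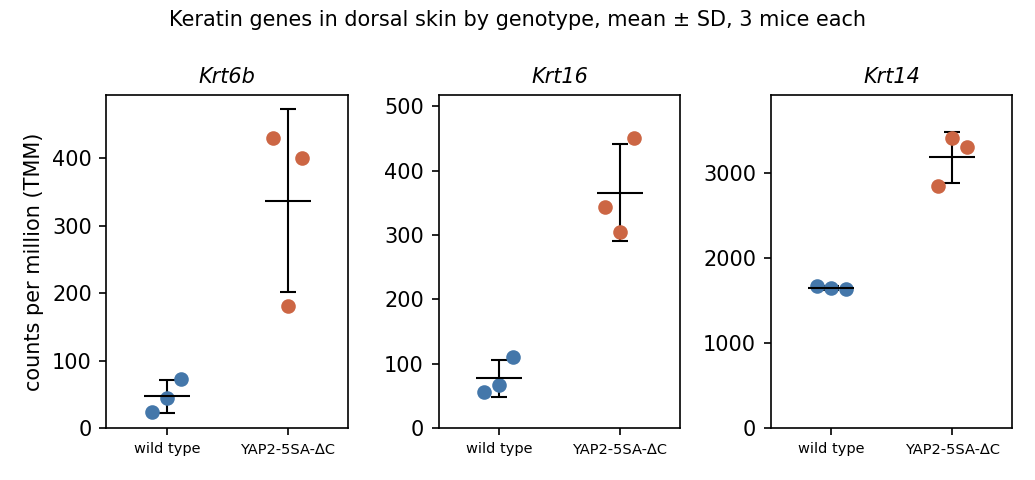
CPM after TMM normalization (y axis, from 0) of *Krt6b*, *Krt16* and *Krt14* in wild type and YAP2-5SA-∆C dorsal skin. Each point is 1 mouse, and the bar and whiskers give the mean ± SD of 3 mice. All YAP2-5SA-∆C mice lie above all wild type mice for each gene.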

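*Krt14* (ENSMUSG00000045545, chromosome 11 from 100203162 to 100207548) had 1648 ± 19.6 CPM in wild type and 3187 ± 300.2 CPM in YAP2-5SA-∆C skin (SD, n = 3 each). The log2 fold change was 0.95 (standard error 0.11), with an FDR of 0.0300 in edgeR's quasi-likelihood test, 6.83e-09 in its likelihood-ratio test and 0.0134 in voom. *Inhba* (ENSMUSG00000041324, chromosome 13) rose from 2.29 ± 0.271 CPM to 3.65 ± 0.107 CPM (SD, n = 3 each), a log2 fold change of 0.65 (standard error 0.15). Its FDR was 0.0620 in the quasi-likelihood test and 0.0475 in the likelihood-ratio test of edgeR. With a trended dispersion before the tagwise step, chosen after seeing the values, the likelihood-ratio FDR was 0.119 for *Krt14* and 0.0654 for *Inhba*. *Cyr61* (ENSMUSG00000028195, chromosome 3) rose from 9.56 ± 0.338 CPM to 12.3 ± 0.598 CPM (SD, n = 3 each), a log2 fold change of 0.36 (standard error 0.09), and did not pass the threshold in the quasi-likelihood test (FDR 0.0679, edgeR) or the likelihood-ratio test (FDR 0.187, edgeR). For all of these genes, the values of the YAP2-5SA-∆C mice lay above those of the wild type mice, a separation that 3 mice against 3 give by chance with p = 0.1 in a two-sided exact permutation test.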

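*Ctgf* (ENSMUSG00000019997, chromosome 10 from 24595442 to 24598683) fell from 25.1 ± 1.06 CPM in wild type to 14.2 ± 1.69 CPM in YAP2-5SA-∆C skin (SD, n = 3 each). The log2 fold change was -0.82 (standard error 0.10), with an FDR of 0.0327 in the quasi-likelihood test and 4.09e-05 in the likelihood-ratio test of edgeR. With each library left out in turn, the log2 fold change stayed between -0.88 and -0.71, and the quasi-likelihood FDR between 0.0131 and 0.177.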

To identify the main biological processes regulated by YAP, we analysed the DEGs identified by voom and edgeR using the GOrilla and REVIGO tools. This identified 35 common gene ontology terms, which included cell proliferation, cell death, locomotion, immune processes and lipid metabolism (Fig. 3a). Interestingly, most of the genes related to cell proliferation were upregulated in YAP2-5SA-∆C skin (Fig. 3b).

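All 40 cell proliferation genes that are drawn in Fig. 3b were among the tested genes. In YAP2-5SA-∆C skin, 27 were higher and 13 were lower, each in the direction drawn in the figure, and 27 were higher in each of the 6 fits that left out 1 library. In edgeR's quasi-likelihood test, 27 of the 40 had an FDR below 0.05 over all genes tested and 40 when adjusted over the list alone. The study chose these genes on the same libraries, so the second number is not independent evidence. Over all genes tested, the quasi-likelihood test called 0 genes without wild type replicate 2, wild type replicate 3 or YAP2-5SA-∆C replicate 3. In these fits 2725, 2844 and 3692 genes had an unadjusted p-value under 0.05, and none of the 40 genes passed the FDR threshold. Their median log2 fold change was 0.52. As a set they were higher in YAP2-5SA-∆C skin in limma's camera (p = 3.95e-05, preset correlation 0.01) and fry (p = 0.00100), with the same reservation on how they were chosen.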

**Fig. 3:**
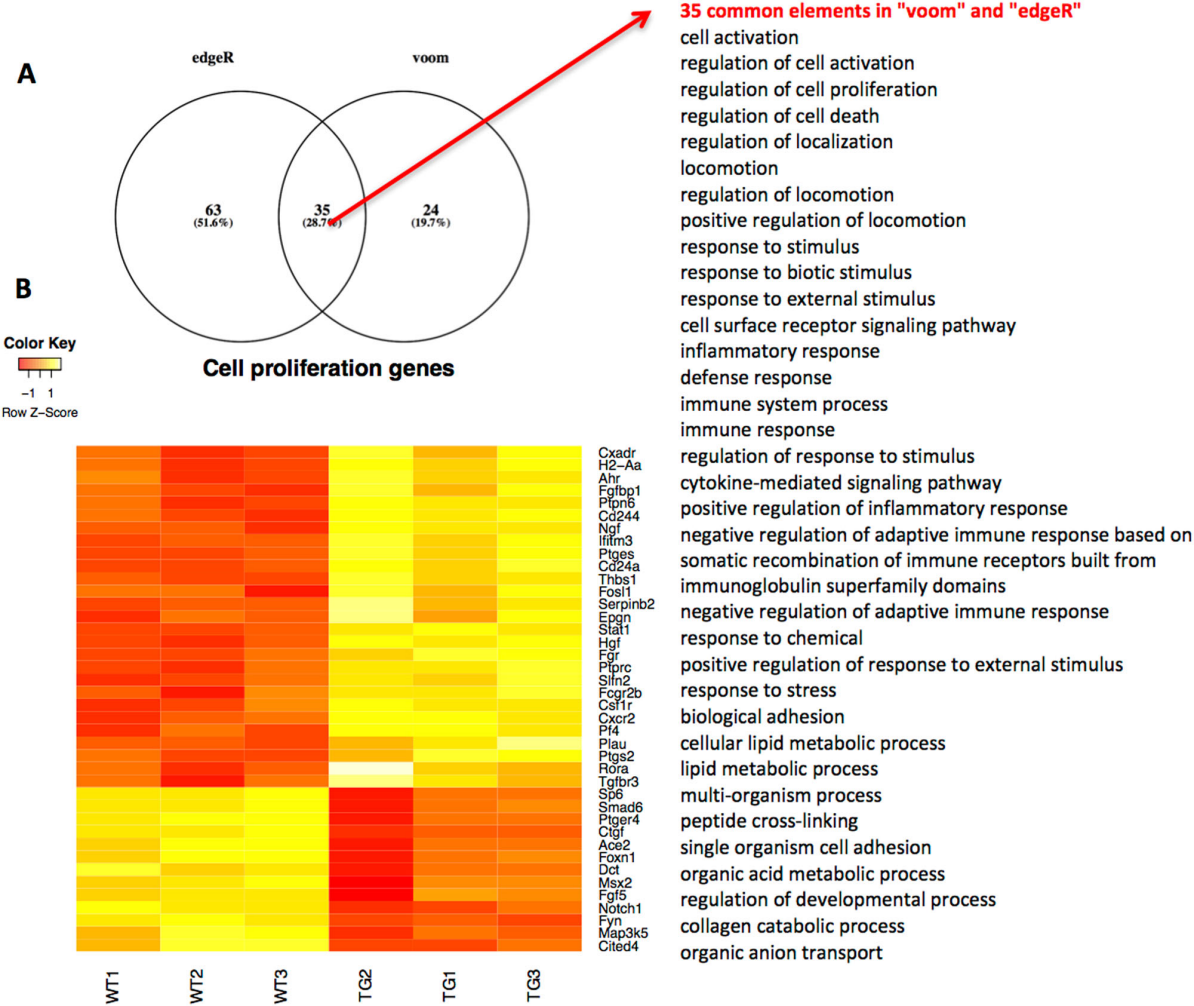
Enriched gene ontology terms in the differentially expressed genes found by RNA-Seq. **a** Venn diagram of enriched gene ontology terms (Biological Process) in the edgeR and voom differentially expressed gene set. Enriched gene ontology terms were found using GOrilla and REVIGO. **b** Heatmap showing change in gene expression across all WT and YAP2-5SA-ΔC (TG) samples in differentially expressed genes involved in cell proliferation (decreased expression (red) increased expression (yellow)

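*Epgn*, *Mefv*, *Ptgs2*, *Ptprc* and *Tcf23* were higher and *Dsc2*, *Fgf5*, *Ggt1*, *Syt7* and *Tgm3* were lower in the RNA-Seq counts of YAP2-5SA-∆C skin, with no overlap between the genotypes for any of the 10 genes, which the study chose on the same libraries. In edgeR's quasi-likelihood test, 2 of the 10 had an FDR below 0.05. *Ptprc* (ENSMUSG00000026395, chromosome 1) rose from 39.2 ± 3.27 CPM to 61.7 ± 4.44 CPM (SD, n = 3 each), a log2 fold change of 0.65 (standard error 0.09) with a quasi-likelihood FDR of 0.0340 in edgeR. *Ptgs2* (ENSMUSG00000032487, chromosome 1) had a log2 fold change of 2.09 (standard error 0.33) with an FDR of 0.0419 in the same edgeR test. The other 8 genes had FDRs between 0.0505 (*Tcf23*) and 0.121 (*Fgf5*) there, and all 10 had an FDR below 0.001 in edgeR's likelihood-ratio test. The largest standard errors were those of *Dsc2* (log2 fold change -1.70, standard error 0.51) and *Syt7* (log2 fold change -1.69, standard error 0.49). Without wild type replicate 1, wild type replicate 2, wild type replicate 3 or YAP2-5SA-∆C replicate 3, 0 of the 10 passed the quasi-likelihood test, where 10, 9, 10 and 9 had an unadjusted p-value under 0.05. *Tcf23* did not pass the count filter in the last of these fits, so 9 genes were tested there.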

In order to experimentally validate the transcriptomics results, we selected 5 up- and 5 downregulated genes from the edgeR analysis, and we performed quantitative real time RT-PCR assays on the same cohort to determine their expression levels in wildtype and YAP2-5SA-∆C skin biopsies. The genes selected for testing have functional annotations involving regulation of cell proliferation and cell cycle (*Fgf5, Ptprc, Ptgs2, Epgn*), development (*Tgm3*, *Tcf23*), inflammatory response and repair (*Syt7*, *Ggt1*, *Mefv*) and cell adhesion (*Dsc2*) (Supplementary Table S2). Results of the analyses confirmed significantly increased expression of *Epgn*, *Mefv*, *Ptgs2*, *Ptprc* and *Tcf23* (Fig. 4a; all *P* < 0.05, *N* = 3), and significantly decreased expression levels of *Dsc2*, *Fgf5*, *Ggt1*, *Syt7*, and *Tgm3* (Fig. 4b; all *P* < 0.005, *N* = 3), in line with the transcriptomics screen outcome.

**Fig. 4:**
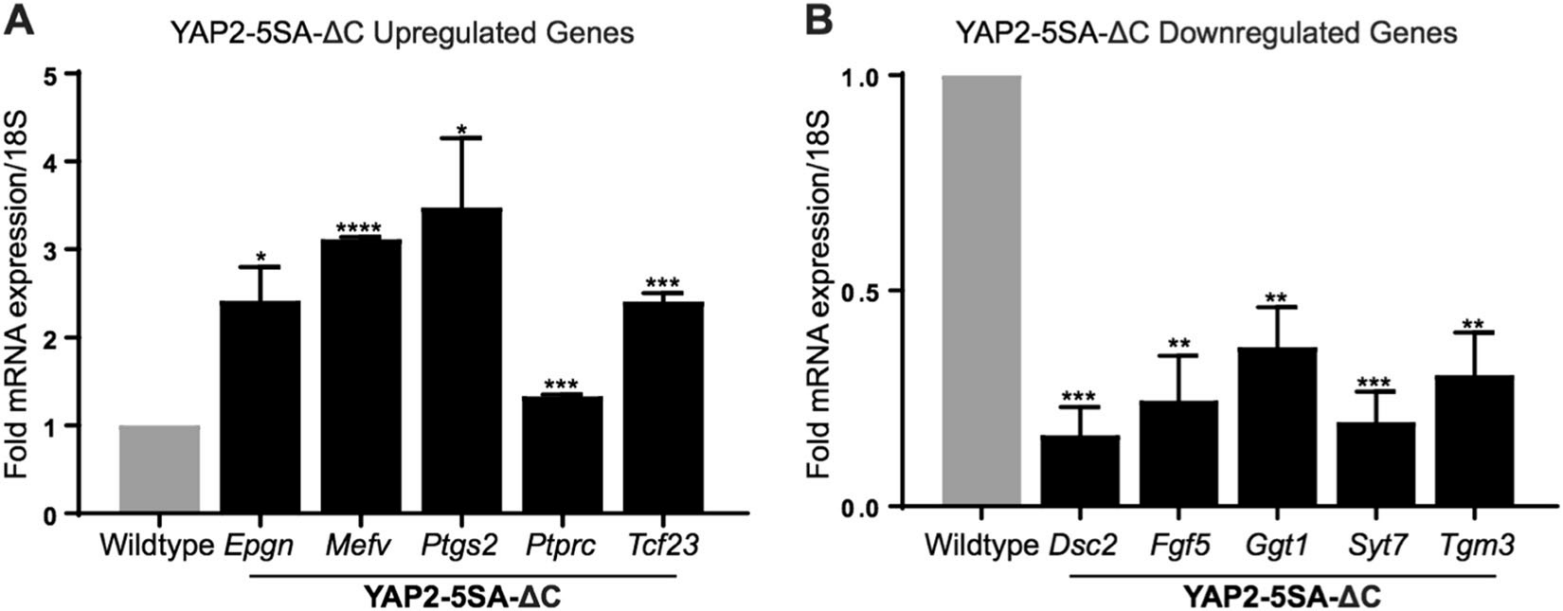
YAP2-5SA-ΔC transcriptomics validation by qRTPCR. Quantitative RT-PCR analyses showing the expression levels of (**a**) 5 upregulated and (**b**) 5 downregulated genes in YAP2-5SA-ΔC skin relative to 18 S RNA, and normalized to wildtype levels. Error bars represent SEM (*P value ≤ 0.05; **P value ≤ 0.002; ***P value ≤ 0.001; ****P value ≤ 0.0001)

Altogether, these data show that the transcriptomics outcome is a robust platform to investigate the mechanisms regulated downstream of epidermal YAP activity to control regeneration of the skin.

### Identification of YAP/TEAD binding motifs in the 3′ UTRs of 150 differentially expressed genes

Zanconato et al. recently performed ChIP-seq studies to identify gene loci bound by YAP/TAZ/TEAD in breast cancer cells. Motif analyses identified 20 potential YAP/TAZ and YAP/TAZ/TEAD binding motifs^15^. To identify putative YAP/TEAD direct target genes in the epidermis, we investigated whether these motifs appeared in the regulatory regions of the differentially expressed genes identified in our transcriptomics study. To narrow the scope of this analysis we used the more conservative set of differentially expressed genes found by voom. We specifically interrogated their 3’ untranslated regions (UTRs), since Zanconato et al. found that these motifs tended to occur in enhancer regions rather than promoter regions. Furthermore, two other *bona fide* YAP/TEAD direct target genes *Sox2* and *Snai2* in cardiomyocyte progenitor cells were recently found to harbor YAP/TEAD binding motifs in their 3′ UTRs^16^. The statistical significance of the presence of a binding motif in our gene set was assessed using FIMO^17^. To assess the reliability of our analysis, we first identified motifs in genes, which are known YAP/TEAD target genes *Ctgf*,2 *Cyr61*^14^, *Gli2*^18^ and *Inhba*.2 We indeed found that these genes contained one or more of the identified motifs in the 3′ UTR (Supplementary Table S3). 

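In the annotation used here (GENCODE release M21 on GRCm38), *Ctgf* lies on chromosome 10, *Cyr61* on chromosome 3, *Gli2* on chromosome 1 from 118834132 to 119053619 and *Inhba* on chromosome 13 from 16011851 to 16031621. Among these known targets, *Inhba* holds in its 3′ UTR a sequence that Table S3 lists for M6 in the voom genes. In skin, *Gli2* had 27.5 ± 4.75 CPM in wild type and 32.1 ± 7.50 CPM in YAP2-5SA-∆C mice (SD, n = 3 each), a log2 fold change of 0.23 (standard error 0.19) that did not differ in edgeR's quasi-likelihood test (FDR 0.484).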

For ease of reference we have ordered and named these motifs in the same order as they appear in Zanconato et al. Supplementary Table 1, Motifs 1- 20 (M1-M20) as shown in Fig. 5a. Next, we established that 150 of the 260 differentially expressed genes identified in the voom analysis had one or more binding motifs at a statistically significant level (*P* value < 0.0001, *q* value < 0.2; Fig. 5b and Supplementary Table S3). 

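All 150 motif genes of Table S3 are among the voom genes of Table S1 and were tested here. Of the 150, 112 were higher in YAP2-5SA-∆C skin, a share of 74.7% (95% Wilson interval 67.2% to 80.95%). Of the 110 voom genes of Table S1 without a listed motif, 84 were higher, a share of 76.4% (95% Wilson interval 67.6% to 83.3%). The direction did not differ between genes with and without a motif (two-sided Fisher's exact test, p = 0.773).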

A heatmap of these 150 genes (Fig. 5c) shows that a majority are up-regulated in YAP2-5SA-∆C skin, in line with the function of YAP as transcriptional activator. 

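Table S3 lists 1361 matches of M6 with 285 distinct sequences in 124 genes. In the 3′ UTRs of GENCODE release M21, 124 of the 260 voom genes of Table S1 held at least 1 of these sequences on either strand, a share of 47.7% (95% Wilson interval 41.7% to 53.8%). Of 8580 other tested protein-coding genes, matched to the 260 on 3′ UTR length with 33 genes for each, 29.6% did (two-sided Fisher's exact test, p = 2.32e-09). The listed sequences were themselves found in the 260 genes, so this comparison favours those genes by its construction. A pure GT repeat of 12 bases, set as an alternative before the counts were examined, occurred in 13.5% of the 260 genes and in 12.1% of the matched genes (two-sided Fisher's exact test, p = 0.499). Base weights recovered from the listed scores, an alternative chosen after seeing the data, found a sequence that scores as high as the lowest listed match in 49.6% of the 260 genes and in 49.1% of the matched genes (two-sided Fisher's exact test, p = 0.900).

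**Figure D2:**
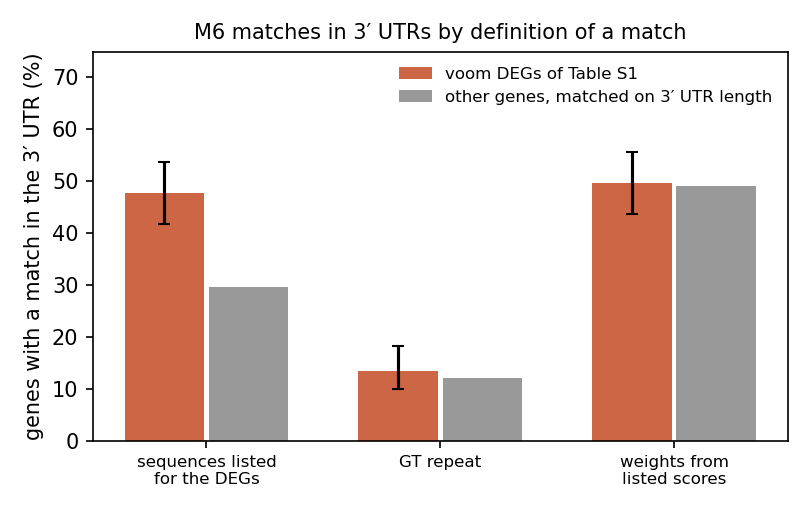
Share of genes (%, y axis from 0) with an M6 match in the 3′ UTR, for the 260 voom genes of Table S1 and for 8580 other genes matched on 3′ UTR length, under 3 definitions of a match. Whiskers are 95% Wilson intervals of the voom genes. The share in the matched genes, 29.6%, lies below the interval only for the sequences listed in the voom genes themselves.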

Notably, the M6 motif was detected in the 3′ UTR of 124 genes, which were found to be enriched for biological processes involving lipid synthesis as well as immune processes (Fig. 5d). At the other extreme, the motifs, M4, M7, M8, M12, M13, M14, M15, M19 and M20 were not represented in the tested gene set. Overall, these analyses have identified 150 candidate direct YAP/TAZ/TEAD target genes that may be involved in regulating epidermal regeneration.

**Fig. 5:**
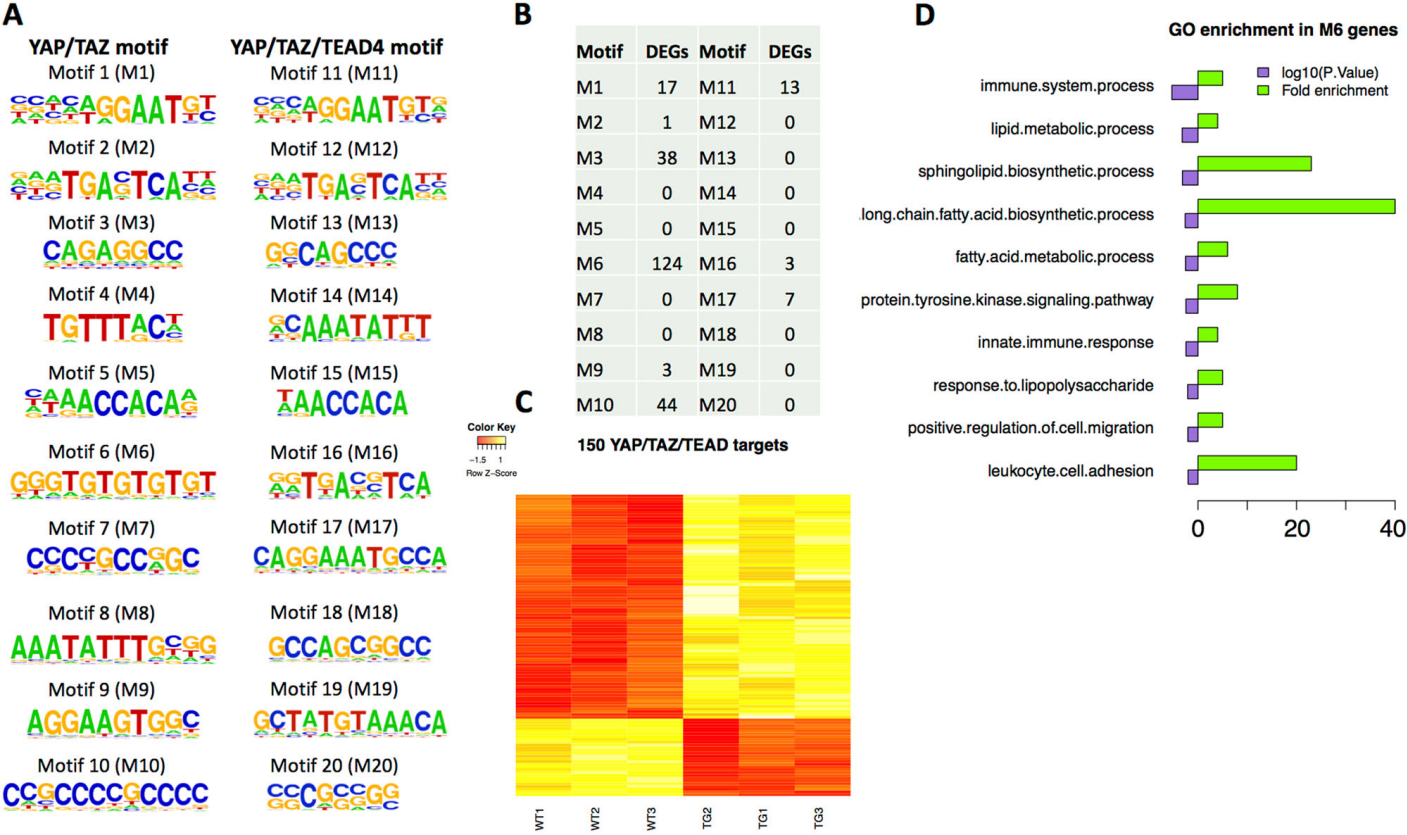
Genes with YAP/TAZ/TEAD motifs in the 3′ UTR. **a** 20 YAP/TAZ/TEAD motifs identified in reference^15^. **b** Number of differentially expressed genes found by voom which have one of the 20 motifs in the 3′ UTR. **c** Heatmap showing change in gene expression across all WT and YAP2-5SA-ΔC (TG) samples in 110 differentially expressed genes which harbor the YAP/TAZ/TEAD motifs (decreased expression (red) increased expression (yellow). **d** Top 10 Enriched Gene ontology terms (Biological Process) found using the DAVID tool in the set of 124 genes found to harbor the M6 motif in the 3′ UTR region

### Identification of *Plau* and *Tgfbr3* as candidate genes that may be activated by epidermal YAP activity to promote keratinocyte proliferation in the mouse skin

The Hippo/YAP signaling pathway regulates cell proliferation and organ size in various tissues^1,19,20^. However, the mechanisms downstream of YAP that drive cell proliferation remain largely unknown. To reveal which of the differentially expressed genes identified in the hyperproliferative skin of YAP2-5SA-∆C mice may directly or indirectly be activated by YAP in the epidermis to drive keratinocyte proliferation, we selected 17 genes for further validation studies based on gene ontology terminology. These included genes with known roles in cell proliferation (GO:0008283: *ACE2*, *CITED4*, *FGF5*, *FOXN1*, *MSX2*, *SERPINB2*, *EPGN*, *FGR*, *FOSL1*, *HGF*, *PLAU*, *PTGS2*, *RORA*, *TGFBR3*), or in the regulation of cell death (GO:0006355: *BMP4*, *GADD45A* and *PAWR*). All of these genes were differentially expressed in either or both the edgeR and voom analyses at an FDR less than 0.1 (Supplementary Table S4).

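Of the 17 genes, 16 had an FDR below 0.1 in edgeR's quasi-likelihood test, 14 in its likelihood-ratio test and 17 in voom. The genes past 0.05 in the quasi-likelihood test included *Fgr* (FDR 0.0437, edgeR), *Hgf* (FDR 0.0354, edgeR) and *Ptgs2*, and *Fgf5* was the gene above 0.1 there. *Hgf* (ENSMUSG00000028864, chromosome 5) had 3.95 ± 0.266 CPM in wild type and 6.98 ± 0.0793 CPM in YAP2-5SA-∆C skin (SD, n = 3 each), a log2 fold change of 0.82 (standard error 0.11). The genotypes did not overlap for any of the 17 genes, but the study chose these genes on the same libraries, so the separation is not independent evidence, and the 10% of unchanged genes that chance would separate is no fair comparison. Without wild type replicate 2 or wild type replicate 3, 0 of the 17 had an FDR below 0.1 in the quasi-likelihood test, where 16 and 17 had an unadjusted p-value under 0.05, and 12 passed in the likelihood-ratio test of edgeR. Without wild type replicate 1 or YAP2-5SA-∆C replicate 3, 10 passed in the quasi-likelihood test. In voom, 0 of the 17 passed 0.1 without wild type replicate 2 or wild type replicate 3, where all 17 had an unadjusted p-value under 0.05. Voom passed 9 without wild type replicate 1. It passed 14, 16 and 12 without YAP2-5SA-∆C replicates 1, 2 and 3.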

We first measured their expression levels in response to YAP activity in keratinocytes grown in vitro. We inactivated *YAP* in proliferating HaCaT keratinocytes grown in vitro and quantified gene expression levels by quantitative real time RT-PCR assays. These confirmed significantly decreased expression of *YAP* (*P* < 0.0005; *N* = 3) in si*YAP vs*. siScramble-transfected HaCaT keratinocytes (Fig. 6a). Furthermore, expression of *CITED4* (*P* < 0.007; *N* = 3), *PLAU* (*P* < 0.003; *N* = 3), *PTGS2* (*P* < 0.002, *N* = 3) and *TGFBR3* (*P* < 0.0001; *N* = 3) were also decreased, whereas expression of *ACE2* (*P* < 0.008; *N* = 3), *FOXN1* (*P* < 0.05; *N* = 3), *GADD45A* (*P* < 0.0025; *N* = 3), *HGF* (*P* < 0.00015; *N* = 3), *PAWR* (*P* < 0.04; *N* = 3), *RORA* (*P* < 0.04; *N* = 3) and *SERPINB2* (*P* < 0.005; *N* = 3) were increased (Fig. 6a). *BMP4*, *EPGN*, *FGF5*, *FGR*, *FOSL1* and *MSX2* expression levels were unchanged (*N* = 3; Fig. 6a). 

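In the skin libraries, *Plau*, *Ptgs2* and *Tgfbr3* were higher and *Foxn1*, *Gadd45a* and *Pawr* were lower in YAP2-5SA-∆C mice. *Tgfbr3* (ENSMUSG00000029287, chromosome 5 of GRCm38 from 107106570 to 107289629) had 119 ± 11.0 CPM in wild type and 152 ± 14.6 CPM in YAP2-5SA-∆C skin (SD, n = 3 each). Its log2 fold change was 0.35 (standard error 0.10), with an FDR of 0.0827 in the quasi-likelihood test and 0.137 in the likelihood-ratio test of edgeR and 0.0831 in voom. *Ptgs2* (chromosome 1 from 150100031 to 150108227) rose from 2.83 ± 0.733 CPM to 12.2 ± 4.68 CPM (SD, n = 3 each). Of the lower genes, *Foxn1* had a log2 fold change of -1.11 (standard error 0.25), *Gadd45a* of -0.74 (standard error 0.17) and *Pawr* of -0.47 (standard error 0.10). Each of these 6 genes kept its direction in all 6 fits that left out 1 library.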

Altogether, these data showed that *PLAU*, *PTGS2*, and *TGFBR3* expression are positively regulated, whereas *ACE2*, *FOXN1*, *GADD45A*, *PAWR* expression are negatively regulated by YAP activity both in proliferating keratinocytes in the mouse skin in vivo, and in HaCaT keratinocytes grown in vitro.

**Fig. 6:**
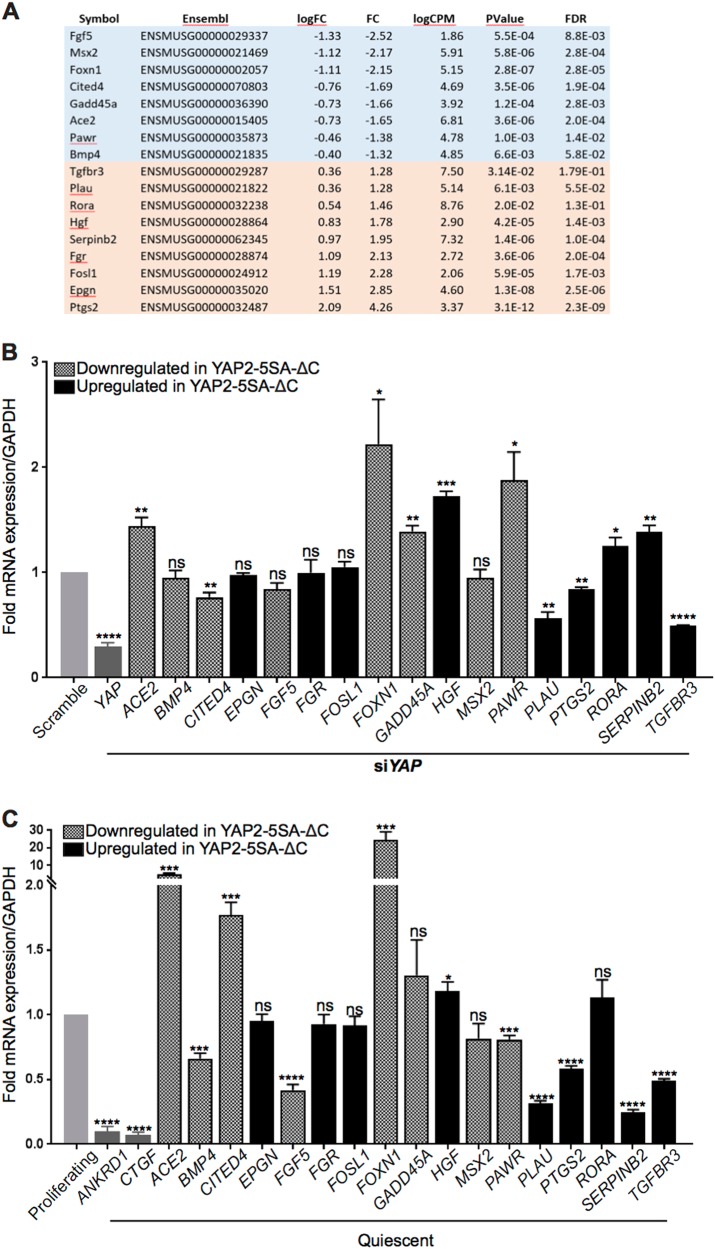
Identification of candidate genes activated by epidermal YAP activity in the regenerating mouse skin. Quantitative RT-PCR analyses showing the expression levels a set of 17 identified differentially expressed genes in (**a**) RNA-Seq results obtained from the edgeR analysis for the 17 genes (**b**) YAP depleted HaCaT keratinocytes relative to *GAPDH* RNA, and normalized to levels in Scramble control transfected keratinocytes, and in (**c**) quiescent HaCaT keratinocytes relative to *GAPDH* RNA, and normalized to levels in proliferating keratinocytes, respectively. Error bars represent SEM (*P value ≤ 0.05; **P value ≤ 0.002; ***P value ≤ 0.001; ****P value ≤ 0.0001)

Next, to investigate the possible role of these 17 candidate YAP-regulated genes in keratinocyte proliferation, we conducted qRT-PCR analyses using RNA extracted from high-dense and quiescent *vs*. sparse and proliferating HaCaT keratinocytes. Quiescent keratinocytes showed significantly lower expression levels of known direct target genes of YAP, *ANKRD1* (*P* < 0.0001; *N* = 3) and *CTGF* (*P* < 0.0001; *N* = 3) confirming decreased YAP transcriptional activity (Fig. 6b), consistent with previous data^21^. Furthermore, expression levels of *BMP4* (*P* < 0.0002; *N* = 3), *FGF5* (*P* < 0.0001; *N* = 3), *PAWR* (*P* < 0.0006; *N* = 3), *PLAU* (*P* < 0.0001; *N* = 3), *PTGS2* (*P* < 0.0001; *N* = 3), *SERPINB2* (*P* < 0.0001; *N* = 3) and *TGFBR3* (*P* < 0.0001, *N* = 3) were lower in quiescent *vs*. proliferating keratinocytes, whereas expression levels of *ACE2* (*P* < 0.0001; *N* = 3), *CITED4* (*P* < 0.0003; *N* = 3), *FOXN1* (*P* < 0.001; *N* = 3) and *HGF* (*P* < 0.02; *N* = 3) were higher (Fig. 6b). *EPGN*, *FGR*, *GADD45A*, *MSX2* and *RORA* expression levels remained unchanged (*N* = 3, Fig. 6b). The expression levels of *ACE2*, *CITED4*, *FOXN1*, *PLAU*, *PTGS2*, *SERPINB2* and *TGFBR3* in quiescent *vs*. proliferating HaCaT keratinocytes correlated with those observed in the hyperproliferative skin of YAP2-5SA-ΔC *vs*. wildtype littermate mice as determined by our transcriptomics screen.

Altogether, *PLAU*, *PTGS2* and *TGFBR3* responded most consistently as candidate genes that may be positively regulated by the transcriptional coactivator YAP in the epidermis to promote keratinocyte proliferation both in vitro and in the mouse skin in vivo. We therefore next assessed their roles in driving HaCaT keratinocyte proliferation in vitro in MTT proliferation assays. We detected significantly reduced proliferation in esi*TGFBR3* and esi*PLAU vs*. esi*GFP*-transfected HaCaT keratinocytes from 24 and 48 h post-transfection onwards, respectively (Fig. 7a, *P* < 0.0001; *N* = 3). Proliferation of esi*PTGS2*-transfected cells was relatively unaffected, and displayed only mildly decreased proliferation rates at 96 h after transfection, the latest time point measured (Fig. 7b).

**Fig. 7:**
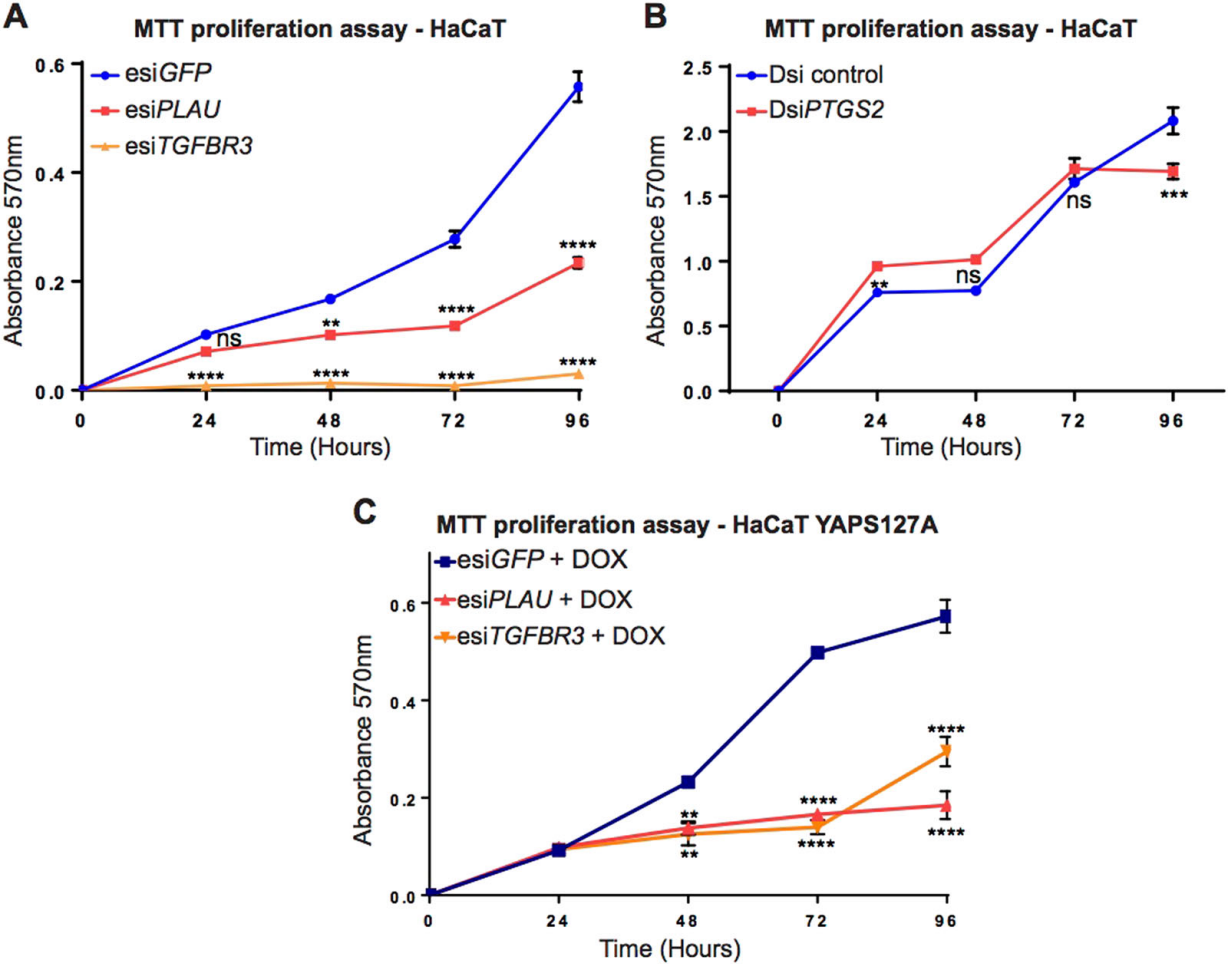
*TGFBR3* or *PLAU* depletion results in reduced keratinocyte proliferation rates. MTT proliferation assays using HaCaT keratinocytes transfected with (**a**) esi*GFP*, esi*PLAU*, esi*TGFBR3*, (**b**) DsiControl and Dsi*PTGS2* RNA (*N* = 3) or (**c**) esi*GFP*, esi*PLAU*, esi*TGFBR3* in YAPS127A Doxyccycline induced HaCaT keratinocytes (*N* = 3)

To assess if YAP drives HaCaT keratinocyte proliferation in a PLAU and TGFBR3-dependent manner, we generated an inducible HaCaT keratinocyte cell line that expresses dominant active YAPS127A upon doxycycline (DOX) treatment. We detected reduced cell proliferation in esi*PLAU* and esi*TGFBR3 vs*. esi*GFP*-transfected YAPS127A expressing HaCaT keratinocytes treated with DOX (Fig. 7c). These data confirm that PLAU and TGFBR3 act as downstream factors that mediate the effect of YAP on HaCaT keratinocyte proliferation in vitro.

Lastly, we investigated TGFBR3 and PLAU protein expression levels in skin biopsies of YAP2-5SA-ΔC mice. We confirmed increased TGFBR3 protein expression in the epidermis of YAP2-5SA-ΔC compared to wildtype mice by immunofluorescence and western blot analyses (Figs. 8b; 8d & 8d.1). In addition, we also detected increased nuclear localization of phospho-SMAD3 in the keratinocytes (Fig. 8f), indicating increased TGFβ signaling activity in the epidermis of YAP2-5SA-ΔC mice. Furthermore, we also detected increased PLAU protein expression throughout the YAP2-5SA-ΔC epidermis (Figs. 8i; 8k & 8k.1). Altogether these data identify *TGFBR3* and *PLAU* as prime candidate genes that may be positively regulated by epidermal YAP activity to promote keratinocyte proliferation in mouse skin.

**Fig. 8:**
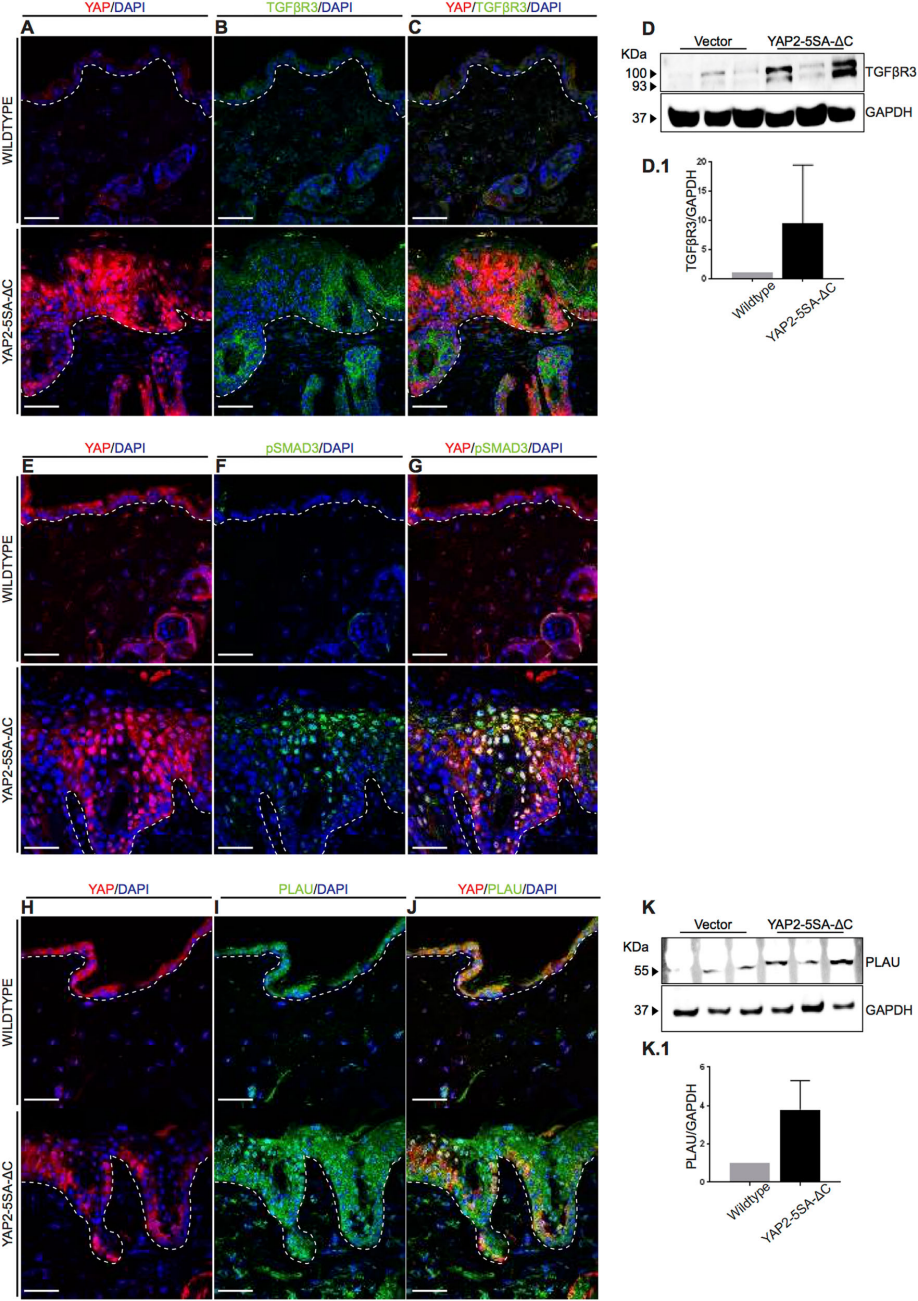
TGFBR3 and PLAU protein expression in wildtype and YAP2-5SA-ΔC mouse skin. **a-c** Immunofluorescence staining of wildtype (top) and YAP2-5SA-ΔC^54^ mouse skin showing TGFBR3 (green) and YAP (red) protein expression in YAP2-5SA-ΔC epidermis. **d** Western blots detecting TGFBR3 (100 KDa) and GAPDH (37 KDa) in protein lysates of wildtype and YAP2-5SA-ΔC skin (N = 3). (**d**.1) Quantification of fold-change TGFBR3 protein expression levels normalized to GAPDH. **e**-**g** Immunofluorescence staining of wildtype (top) and YAP2-5SA-ΔC^54^ mouse skin showing phospho-SMAD3 (green) and YAP (Red) protein expression. **h**-**j** Immunofluorescence staining of wildtype (top) and YAP2-5SA-ΔC^54^ mice skin showing PLAU (green) and YAP (red) protein expression in YAP2-5SA-ΔC epidermis. **k** Western blots detecting PLAU (55 KDa) and GAPDH (37 KDa) in protein lysates of wildtype and YAP2-5SA-ΔC skin (*N* = 3). **k**.1 Quantification of fold-change PLAU protein expression levels normalized to GAPDH. Scale bars = 20 µm

## Discussion

In this study, we identified the global changes of gene expression in the mouse skin in response to epidermal YAP activity by sequencing the skin RNA of YAP2-5SA-ΔC mice, which overexpress a mildly activated YAP mutant protein in basal cutaneous keratinocytes, resulting in severe epidermal hyperplasia due to an expanded epidermal stem/progenitor cell population^5^. We identified 1491 differentially expressed genes that are regulated by epidermal YAP in the hyperproliferative YAP2-5SA-ΔC skin. The main biological processes regulated by YAP in YAP2-5SA-ΔC skin included cellular response to stimulus, cell proliferation and cell adhesion, which is consistent with previously published transcriptomics analyses using in vitro grown keratinocytes with modified YAP activity^14,22,23^. 150 of the high-reliability subset of 260 differentially expressed genes identified by voom, harbour YAP/TEAD binding motifs in their 3′ UTRs, making them potential YAP/TEAD direct target genes in the control of keratinocyte proliferation. Our functional characterization assays subsequently identified *Tgfbr3* and *Plau* as prime candidate genes that may be positively regulated by YAP activity in the epidermis to promote keratinocyte proliferation in the mouse skin.

RNA-Seq allows detection of differential expression over a broader dynamic range than microarray thus allowing the detection of differences in lowly and highly expressed genes^24^. We have therefore been able to find a larger set of genes undergoing YAP mediated expression change than seen in earlier studies which used microarray technology^14,25^. We performed our RNA-Seq analysis using edgeR and also limma (voom), which found a more conservative list of differentially expressed genes. This finding is consistent with previous observations that limma (voom) gives a more conservative number of differentially expressed genes whilst achieving high precision^26^. We used this more conservative list of differentially expressed genes to undertake an initial search for YAP/TEAD motifs previously identified by Zanconato et al. in enhancer areas of target genes^15^. On this basis, we decided to explore the 3’ UTR of genes in our high confidence subset of differentially expressed genes, as this region has been found to have a potent enhancer function including recruitment of enhancing binding factors in other systems^27^, and in particular because two other YAP/TEAD direct target genes *Sox2* and *Snai2* have recently been found to have YAP/TEAD binding motifs in the 3′ UTR^16^. To undertake this search we employed the widely used FIMO tool^17^. We found that M6 was most highly represented in the differentially expressed genes tested (*n* = 124), followed by M10 (*n* = 44) and then M3. It is interesting to note that Zanconato et al. found that these three binding motifs were most similar to the target regions of the zinc finger transcription regulators, Gm397_2, Sp1(Zf) and ZFX(Zf) respectively (ref ^15^ Supplementary Table 1). Not all motifs were detected; M4, M5, M7, M8, M12, M13, M14, M15, M18, M19 and M20 were not represented in the subset of differentially expressed genes tested. This is an indication that those motifs detected and highly represented in our set of genes may be of biological significance. An analysis of gene ontology terms enriched in the subset of 124 genes with the M6 motif showed that these genes can be distinguished by their role in lipid biosynthesis, including sphingolipid biosynthesis. Notably, sphingolipid dysfunction has been associated with dry skin conditions such as atopic dermatitis and disrupted barrier function of the skin ^28,29^.

The transforming growth factor beta (TGF-β) superfamily members have pleiotropic functions regulating proliferation, differentiation, stem-cell maintenance, regeneration, extracellular matrix production, angiogenesis and immune response^30^. Activation of the TGF-β signaling pathway results in the phosphorylation and nuclear translocation of the SMAD transcription factors to orchestrate transcription^31^. In our study, we demonstrated that TGFBR3 promotes keratinocyte proliferation in vitro. This observation is in line with a previous study that showed that *TGFBR3* depletion results in reduced colony formation in 368T1 and 482N1 cells^32^, and in decreased cell proliferation and increased cell apoptosis in *Tgfbr3* loss-of-function mice during palatal shelf development^33^. Furthermore, we find that epidermal YAP activity results in increased TGFBR3 expression and increased nuclear phospho-SMAD3 in the hyperproliferative epidermis of YAP2-5SA-ΔC mice. Interestingly, YAP and the TGF-β signaling pathways have previously been shown to undergo intimate regulatory interactions in other systems. Nuclear translocation of the SMAD2/3 complex was shown to be dependent on YAP activation and cell density^34^^35^, and may occur in response to degradation of the Hippo pathway scaffold protein RASSF1A upon TGF-β stimulation^36^. Indeed, nuclear YAP/TAZ/SMAD complexes were recently also detected in sparse keratinocytes grown in vitro in response to TGF-β stimulation, but less so in high dense keratinocytes^37^, which is in line with our results. However, the underlying molecular nature of the regulatory interaction between YAP and *Tgfbr3* remains to be established.

Plasminogen activator, urokinase (PLAU) is a serine protease that has a key role in the regulation of cell migration, proliferation and adhesion processes in cancer and inflammation^38–42^ and in muscle, liver and axonal regeneration^43,44^. It binds its receptor PLAUR to initiate a proteolytic cascade that converts plasminogen to plasmin. Here we show that PLAU expression is positively regulated by YAP activity in keratinocytes in the skin of the YAP2-5SA-ΔC mice and in HaCaT keratinocytes cultured in vitro. Furthermore, we demonstrate a significant reduction of proliferation rates in esi*PLAU*-transfected HaCaT keratinocytes compared to esiRNA control, in line with previous studies showing reduced keratinocyte proliferation rates in the skin of *Plau* loss of function mice^45^. The hyperplastic YAP2-5SA-ΔC skin transcriptome analysis also showed *Plaur* upregulation as well as an increase in *Plau* which was just under over statistical cut-off (FDR = 0.055), which suggests that epidermal YAP activity may promote both PLAU and PLAUR expression to promote keratinocyte proliferation. In addition, we found that the 3′ UTR of PLAU, PLAUR and TGFBR3 contain YAP/TEAD binding motifs as identified by Zanconato et al^15^. 

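*Plau* (ENSMUSG00000021822, chromosome 14 of GRCm38 from 20836660 to 20843385) had 23.1 ± 0.824 CPM in wild type and 29.6 ± 2.34 CPM in YAP2-5SA-∆C skin (SD, n = 3 each), a log2 fold change of 0.36 (standard error 0.08). Its FDR was 0.0620 in the quasi-likelihood test and 0.137 in the likelihood-ratio test of edgeR and 0.0659 in voom. With a trended dispersion and protein-coding genes only, settings chosen after seeing the values, the likelihood-ratio FDR of *Plau* was 0.0579, nearer the paper's value. *Plaur* (ENSMUSG00000046223, chromosome 7 from 24462484 to 24475968), which encodes the receptor of PLAU, had 3.29 ± 0.753 CPM in wild type and 5.44 ± 0.760 CPM in YAP2-5SA-∆C skin (SD, n = 3 each). The log2 fold change of *Plaur* was 0.72 (standard error 0.20), with an FDR of 0.0857 in the quasi-likelihood test and 0.0174 in the likelihood-ratio test. DESeq2 gave *Plau* an adjusted p-value of 0.0325 and *Plaur* 0.0644. With each library left out in turn, the quasi-likelihood FDR of edgeR lay between 0.0387 and 0.196 for *Plau* and between 0.0787 and 0.228 for *Plaur*, and the log2 fold change between 0.29 and 0.42 and between 0.56 and 0.93. From the upregulation of *Plaur* and a rise of *Plau* that it places just outside its threshold, the paper proposes that epidermal YAP activity may promote the expression of both.

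**Figure D3:**
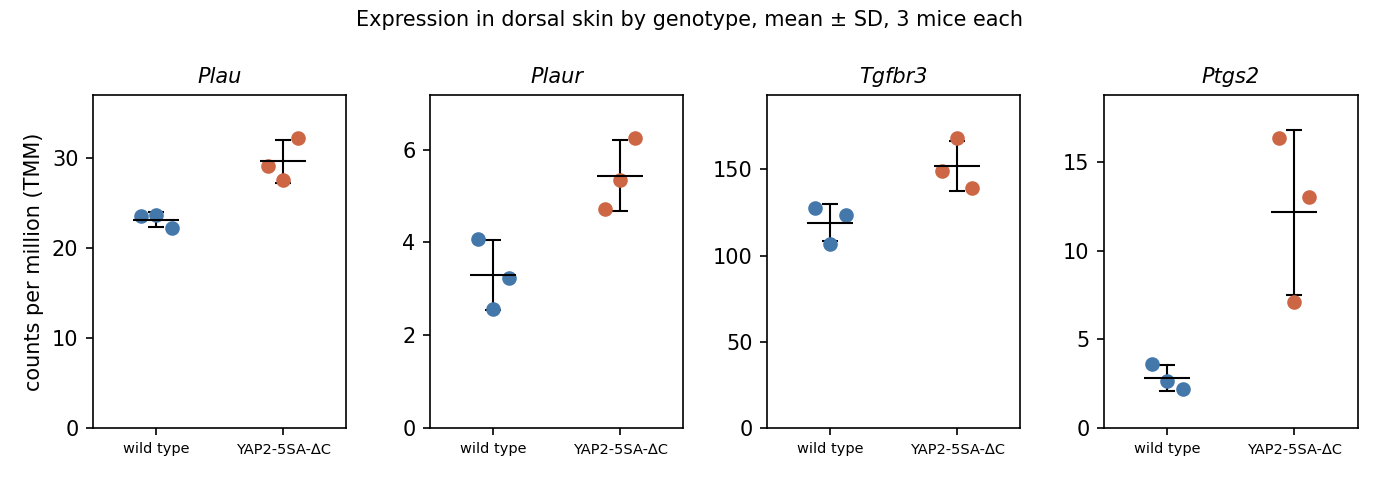
CPM after TMM normalization (y axis, from 0) of *Plau*, *Plaur*, *Tgfbr3* and *Ptgs2* in wild type and YAP2-5SA-∆C dorsal skin. Each point is 1 mouse, and the bar and whiskers give the mean ± SD of 3 mice. The genotypes do not overlap, and the mean of *Plau* is 23.1 CPM in wild type and 29.6 CPM in YAP2-5SA-∆C skin.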

(Supplementary Table 3). Future studies will confirm if the epidermal hyperplasia in the YAP2-5SA-ΔC mice is caused by YAP activation and its direct or indirect regulation of *Plau* and *Plaur* and, in consequence, the activation of the PLAU/PLAUR signaling.

Previous studies have shown that YAP is activated in neonatal epidermis and in wound healing, but that it is not per se involved in the maintenance of normal homeostasis of postnatal skin (see for instance 20, 21). In our studies, YAP is artificially activated in the murine epidermis, and therefore our data do not conclusively show that YAP drives *Plau* and *Tgfbr3* expression in normal skin homeostasis in mice in vivo. Unfortunately, this can also not be determined with certainty at this stage, as mice in which YAP is inactivated in the basal epidermis are not postnatally viable^14,46^. However, the regulatory interaction that we identified may be biologically relevant in the context of neoplastic skin or other regenerative skin disorders, where YAP is aberrantly activated in keratinocytes, similar to in the YAP2-5SA-ΔC mouse line. In line with this, we found a nearly 4-fold increase in genes common with those identified in the squamous cell carcinoma-derived SCC13 cell line *vs*. the Normal Human Keratinocyte cells as reported by^23^ (Supplementary Table S7). These common genes were enriched for gene ontology terms involving signalling and included *Plaur* and *Tgfbr3* (but not *Plau* and *Tgfbr3*), and with cell adhesion consistent with the findings of Elbediwy et al. 2016^22^. Therefore, this study provides important novel insights into the genetic mechanisms controlled by YAP that may be perturbed in neoplastic and regenerative skin disease.

## Methods

### Animals

All animal experimental procedures on YAP2-5SA-ΔC mice and wildtype littermates were conducted under protocols approved by the UNSW Australia’s Animal Care and Ethics Committee Unit, and in compliance with the National Health and Medical Research Council’s Australian code of practice (8th edition, 2013).

### Cell culture, transfections, and MTT assays

HaCaT immortalized keratinocytes were maintained in DMEM/F-12 (Sigma, D8062), supplemented with 10% FBS (Gibco, 10437-028) and 1X Penicillin-Streptomycin (Gibco, 15140-122) in a 5% CO2 incubator at 37 °C. Transient transfections were performed using Lipofectamine3000 (Thermo Fisher Scientific, L3000015) according to manufacturer’s instructions. *YAP* knockdown was performed using MISSION® Universal and *YAP* siRNA (Sigma). *TGFBR3* and *PLAU* knockdown was performed using MISSION® *GFP, TGFBR3* and *PLAU* esiRNA (Sigma). *PTGS2* knockdown was performed using control and *PTGS2* DsiRNA (Integrated DNA Technologies). MTT assays were performed using Thiazolyl Blue Tetrazolium Bromide (Sigma).

### Transcriptome sequencing and mapping

Mouse fur was removed with a trimmer and skin was rinsed with ethanol 75% (Sigma) followed by DEPC water (Sigma). Whole skin punch biopsies (100 mg) were minced in 1 ml of ice cold TRI-reagent (Sigma) using the Ultra-Turrax® T10 homogenizer (IKA), and total RNA was extracted following the manufacturer’s instructions. RNA was analyzed using a Bioanalyser (Agilent Technology Inc). RNA integrity numbers for the analysed samples ranged from 9 to 12. mRNA libraries were prepared following the standard Illumina protocol. They were sequenced on the Illumina Nextseq platform at the Ramaciotti Centre for Genomics UNSW, to produce approximately 30 million, 75 nucleotide paired-end reads per sample (Reads 1 and 2). Reads were mapped to the Ensembl *Mus musculus* genome (GRCm38) provided by Illumina iGenomes (cufflinks.cbcb.umd.edu/igenomes.html). Mapping was performed with Tophat2 (v 2.0.8)^47^ calling Bowtie2 (v 2.1.0)^48^ using the default settings. HTSeq-count (Python package HTSeq, python v 2.7.3)^49^ was used to generate counts of reads uniquely mapped to annotated genes using the GRCm38 annotation gtf file, 26579 genomic features had at least one read assigned. Raw sequencing data are available at the Gene Expression Omnibus, GSE 121194.

### Differential gene expression analysis

Differential expression analysis was performed using edgeR (v 3.8.6)^9^ and voom (limma)^10^. Tables of raw counts generated using HTSeq-count were used as input in both analyses. Low count transcripts were excluded and only those genes with at least 1 count per million (cpm) in at least 3 samples were used for analysis. A normalization factor was calculated using the trimmed mean of M values method^50^. The functions estimateGLMCommonDisp and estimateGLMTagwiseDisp were used to estimate dispersion. Following this we tested for differential expression using the generalized linear model function glmFit and glmLRT. The DGEList object created in edgeR was used in the voom analysis. The voom function was used to transform the count data prior to applying the lmFit and eBayes functions to test for differential expression. The Benjamini-Hochberg correction was used with a false discovery cut-off of 0.05 in all methods.

### Functional analysis

GOrilla^51^ was used to investigate the functional associations of the differentially expressed genes. 

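In the deposited counts, 15102 genes passed the filter of at least 1 CPM in at least 3 samples, of which 13892 are annotated as protein-coding in GENCODE release M21. The 1491 genes of Table S1 are all among the 15102.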

The genes tested for differential expression, after exclusion of lowly expressed genes were used as background (*n* = 13768) in the gene ontology analysis. The Gene Ontology (GO) terms in the category Biological Process were tested for overrepresentation using the hypergeometric test and *P* values were corrected using the Benjamini & Hochberg FDR correction. We used the REVIGO tool^52^ to reduce redundancy and produce a more compact list of gene ontology terms associated with the differentially expressed genes. The list of genes found to contain the M6 motif were tested for gene ontology enrichment using the DAVID tool ^53^.

### Motif analysis

We firstly used Ensembl biomart to obtain the 3′ UTR for the transcripts associated with the 260 differentially expressed genes found using voom. This produced 526 sequences. This set of sequences was then interrogated for the presence of each of the 20 binding motifs identified by Zanconato et al. using the FIMO (Find Individual Motif Occurrences) algorithm^17^ of the MEME Suite of programs. FIMO returned a *P* value and mutlitest adjusted q value for the presence of each of the tested motifs in the 526 sequences interrogated. Only those occurrences which had a *P* value < 1 E0-4 and a *q* value < 0.2 were retained.

### Tissue processing and histological and immunofluorescence staining

Full thickness mice skin tissues were fixed in paraformaldehyde 4%, paraffin embedded, sectioned, and histology-stained following routine procedures. Antigen retrieval was performed using 10 mM sodium citrate buffer (pH 6.0) and a Milestone RHS-1 Microwave at 110 °C for 5 min. Tissue sections were immunostained using previously standardized methods, and confocal images were captured using an Olympus FV1200 laser scanning confocal microscope. Immuno-signal intensity was quantified in a semi-automated fashion using ImageJ software. Primary and secondary antibody information is displayed in Supplementary Table S5.

### Western blotting and qRT-PCR analysis

qRT-PCR was performed on mice from the same cohort as used for RNA-Seq analysis. Whole skin punch biopsies (100 mg) were minced in 1 ml of ice cold TRI-reagent (Sigma) using the Ultra-Turrax® T10 homogenizer (IKA). Total RNA and protein from mouse skin biopsy and HaCaT keratinocytes were extracted following the manufacturer’s instructions. Protein lysates were analyzed by western blot, intensity of bands was quantified with ImageJ software and normalized to GAPDH, GSK3β or β-catenin. Primary and secondary antibody information is displayed in Supplementary Table S5. Quantitative RT–PCR assays were carried out using Fast SYBR® Green Master Mix (Thermo Fisher Scientific, 4385612) and Mx3000P qPCR System (Agilent Technologies), and were analysed by the comparative cycle time method, normalizing to *18* *S* ribosomal or *GAPDH* RNA levels. Human and mouse primer information is available in Supplementary Table S6.

### Statistical analysis

Statistical significance was determined by Student’s unpaired *t*-tests. Error bars represent mean ± SEM. Asterisks indicate statistical significance, where *P* < 0.05 was used as significance cut-off.

## Electronic supplementary material

Supplemental Table 1

Supplemental Table 2

Supplemental Table 3

Supplemental Table 4

Supplemental Table 5

Supplemental Table 6

Supplemental Table 7

Supplementary figure legends

# Supplementary material for: Plau and Tgfbr3 are YAP-regulated genes that promote keratinocyte proliferation
**Source:** Cell Death Dis. 2018 Oct 31;9(11):1106. doi: 10.1038/s41419-018-1141-5
**Supplement:** Supplementary file 8 — Supplementary figure legends

**Supplementary Tables**

**Supplementary Table S1**: **Differentially expressed genes found by edgeR and voom.** This file contains the analysis results for all genes tested using the Bioconductor packages edgeR and limma (voom).

**Supplementary Table S2: Genes found to be differentially expressed in RNA-Seq tested by RT-qPCR.**

**Supplementary Table S3: YAP/TAZ/TEAD motifs found in 3’ UTR of differentially expressed genes.** This file sets out the genes found to harbor one or more of the YAP/TAZ/TEAD motifs identified by Zanconato et al. 2015.

**Supplementary Table S4: RNA-Seq results for 17 genes the subject of experimental validation.**

**Supplementary Table S5: Primary and Secondary antibodies used in Western blots.**

**Supplementary Table S6: Human and Mouse primers used in qPCR.**

**Supplementary Table S7: Comparison of the outcomes of this and the Walko et al study** (21)**.**

How the deposited data were processed for this re-analysis (not part of the article)

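RNA-Seq was carried out on dorsal neck skin of 3 wild type and 3 YAP2-5SA-∆C female littermate mice at 33 days of age. The authors deposited raw counts per Ensembl gene, made with Tophat2 and Bowtie2 on GRCm38 and HTSeq-count for uniquely mapped reads. The annotation release and the strand setting of the counting are not stated in the text searched, so overlapping and antisense genes are uncertain. The matrix holds 26579 genes, each with at least 1 count, and every column was assigned to its mouse by name.

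Total counts per library ranged from 11225705 to 19505036, with a median of 17431508 in wild type and 17022664 in YAP2-5SA-∆C skin. Shares are given with 95% Wilson intervals, which cover counting error only.

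From these counts, genes with at least 1 CPM in at least 3 samples were kept (15102 genes) and scaled with TMM. Tests were run in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. The main test was glmQLFit and glmQLFTest of edgeR in its bias-adjusted form. The likelihood-ratio test used common and then tagwise dispersions, as the paper's methods list them, and voom was followed by lmFit and eBayes. All p-values were adjusted by Benjamini-Hochberg. The standard error of a log2 fold change was its size divided by the square root of the quasi-likelihood F.

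The tests were tried on simulated counts for the 15102 genes, drawn from the means, library sizes and dispersions of the real libraries, with 200 genes changed by 1 on the log2 scale. The quasi-likelihood test recovered 72.0% of the changed genes, with 5.88% false calls. Voom recovered 70.0%, with 4.76% false calls, and the likelihood-ratio test 88.0%, with 23.8% false calls. These shares come from 1 simulated set in which genes varied independently and all changes had the same size. They are not error rates of the lists from the real libraries. In the set test, 5 of 5 raised sets and 0 of 5 unchanged sets were called. Since the simulated genes did not vary together, this does not show how the set test behaves on correlated genes.

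Gene names, positions and 3′ UTRs were taken from GENCODE release M21 on GRCm38, in which 558 identifiers of the matrix are absent. M6 matches were searched on both strands of the 3′ UTR of each transcript. Genes with at least 100 words of the mouse major satellite repeat were taken as satellite genes, with a consensus typed by hand and not taken from the reference files. Marker sets for 14 cell types and programmes (hair shaft and inner root sheath, melanocyte, skeletal muscle, adipocyte, macrophage, T cell, mast cell, fibroblast, basal keratinocyte, suprabasal keratinocyte, stress keratinocyte, cell cycle, YAP/TAZ signature and sebaceous gland) were fixed before the data were examined and tested with limma's camera (preset correlation 0.01).

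The genes named in the text are those the paper names in its results and discussion, those of Tables S2 and S4 and Fig. 3b, *Yap1*, *Xist* and Y-linked genes, and the 5 higher and 5 lower genes with the lowest quasi-likelihood p-value. The alternatives were RLE and upper-quartile scaling, other count filters, other tests and dispersions, a replicate block, and leaving out each library. Restriction to protein-coding genes, a trended dispersion, corrections for GC content and gene length, recovered M6 weights, and the MDS plots that each leave out 1 library were added after seeing the data. Gene ontology analysis was not run here. The HaCaT, RT-PCR, immunofluorescence and western blot experiments were not analysed here, and Table S7 was held only in part and not used here.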

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

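The tests on receptor genes and on sense-intronic transcripts were set out before their values were computed, and those on the sum over the satellite genes and on nuclear-retained RNAs were chosen after the rise of single copies was seen. Genes made of the mouse major satellite repeat, which the paper does not discuss and which are absent from Table S1, had more counts in YAP2-5SA-∆C skin. The 13 such genes lie on chromosomes 2, 9 and 14 and summed to 14127, 14826 and 15804 counts in wild type replicates 1, 2 and 3 and to 63405, 44603 and 59198 counts in YAP2-5SA-∆C replicates 1, 2 and 3. In CPM this was 1019 ± 419.9 against 3282 ± 576 (SD, n = 3 each), 3.22-fold higher, with no overlap (two-sided exact permutation test, p = 0.1, the smallest that 3 mice against 3 allow). All 12 genes that passed the filter were higher, with log2 fold changes from 1.56 to 3.01, and 10 had an FDR below 0.05 in edgeR's quasi-likelihood test. The largest contribution came from *Gm26870*, whose span covers other satellite genes on chromosome 9, so counts of single copies are uncertain. *Gm26870* had the smallest log2 fold change of the 12, 1.56, and did not pass the threshold (FDR 0.0504, edgeR's quasi-likelihood test).

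Genomic DNA in the libraries would raise genes that skin does not use. The summed CPM of olfactory and vomeronasal receptor genes was 46.9 ± 2.86 in wild type and 48.5 ± 0.951 in YAP2-5SA-∆C skin (SD, n = 3 each), a ratio of 1.03. These genes gave no sign of genomic DNA. How much of it their sum would reveal was not tested, so an amount too small to show there stays open. Reads moved among the annotated copies would lower some of them and leave their sum level. The 3.22-fold rise of the sum is the observation itself and no separate test, but it and the rise of all 12 tested copies are not what such a move alone would give. A larger share of nuclear RNA stays open. Of the 35 sense-intronic transcripts tested, 23 were higher, with a median log2 fold change of 0.06 over members that went both ways. Of the nuclear-retained RNAs, picked after the results were seen, *Neat1* had a log2 fold change of 0.55 (standard error 0.20), *Malat1* of 0.06 (standard error 0.19) and *Xist* of -0.02 (standard error 0.10), *Kcnq1ot1* is absent from the counts, and these do not decide it. Reads moved between these genes and unannotated copies, a strain variant at the repeats and a difference in library preparation were not tested. A rise of satellite transcripts with the transgene, with hyperproliferation or with a change in cell types stays open as a hypothesis, and no test here separates these.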

How the results depend on the processing

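Choices other than those named as added in the processing summary were fixed before the data were examined, and the tests on other splits of the libraries were chosen after the result was seen. Of the 10 splits of the 6 libraries into 3 and 3, only the real one gave as many calls: 1 of 10 for the quasi-likelihood test, 1 of 10 for the likelihood-ratio test and 1 of 10 for voom. The largest number from another split was 0, 204 and 0. With 10 splits the share cannot fall below 0.1.

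The quasi-likelihood count of 288 became 497 with no low-count filter, 1590 with DESeq2's Wald test and 1568 with the likelihood-ratio test. RLE and upper-quartile factors, the stricter filter, voom, the legacy fit, protein-coding genes only, and the GC and length corrections gave between 249 and 416. It ranged from 0 to 816 across the 6 fits that each left out one replicate, and the fit without YAP2-5SA-∆C replicate 2 kept 271 of the 288 genes. The voom count of 249 became 424 with no low-count filter, 854 with quality weights and 1979 at an adjusted p of 0.1, and ranged from 0 to 712 across the 6 fits that each left out one replicate. The likelihood-ratio count of 1568 ranged from 617 to 1694 across the same fits and stayed between 1445 and 1647 under the other scalings, filters and dispersions. A fit without 1 library has fewer samples. For the other changes the cause was not tested.

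The share of likelihood-ratio DEGs higher in YAP2-5SA-∆C skin, 53.1%, was 57.8% with upper-quartile factors, 57.8% with no low-count filter and 55.6% with protein-coding genes only (added after seeing the data), and from 49.8% to 59.3% across the fits that each left out one replicate. The share of voom DEGs also called by the likelihood-ratio test, 96.0%, ranged from 90.6% to 100% across the fits without one replicate that gave voom calls. Without wild type replicate 2, wild type replicate 3 or YAP2-5SA-∆C replicate 3, voom called 0 genes and there was no share. The number of higher genes among the top 100 ranged from 46 to 81. Of the 10 RT-PCR genes, 2 passed in the quasi-likelihood test, 4 with no low-count filter, and from 0 to 3 across the fits that each left out one replicate (9 or 10 at an unadjusted p under 0.05, with *Tcf23* not tested in the fits without a YAP2-5SA-∆C library). With all tested genes in the MDS plot the difference on dimension 1 was 0.45 in place of 1.86, on a scale set by the number of genes.

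The share of M6 sequences was 47.7% (Fisher's exact test, p = 2.32e-09). It was 13.5% with the pure GT repeat (Fisher's exact p = 0.499) and 49.6% with recovered weights (Fisher's exact p = 0.900), and with neither did the voom genes differ from matched genes. Without matching on length the result for the listed sequences stayed on the same side (Fisher's exact p = 3.03e-07). Both tests on the listed sequences favour the voom genes by construction, since the sequences were found in those genes.

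The number of marker sets past 0.05 was 10 of 14 in camera with its preset correlation, 0 with an estimated correlation (0 at an unadjusted p under 0.05) and 2 in fry (6 unadjusted). It ranged from 9 to 11 across the fits that each left out one replicate. The median log2 fold change of the marker set adipocyte, -0.01, ranged from -0.14 to 0.11 across these fits, and that of the marker set YAP/TAZ signature, -0.0011, from -0.033 to 0.094. Camera's direction changed for both without wild type replicate 1 (-0.062 and 0.094) and without YAP2-5SA-∆C replicate 3 (-0.14 and 0.056). The log2 fold change of *Xist*, -0.021, ranged from -0.095 to 0.043 and changed sign, to 0.024, 0.023 and 0.043, without wild type replicate 3, YAP2-5SA-∆C replicate 1 or YAP2-5SA-∆C replicate 3. Over the 66 named genes with a fit, *Xist* excepted, no alternative reversed a direction, while 221 of 1309 comparisons lost the call and 114 gained it.

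With the replicate number as a block, the quasi-likelihood test and voom called 0 genes (2949 and 3004 at an unadjusted p under 0.05), 0 of the 10 RT-PCR genes passed 0.05 (10 unadjusted), 0 of the 17 candidate genes passed 0.1 in either test (17 unadjusted), 12 did in the likelihood-ratio test, and 47.8% of 1060 likelihood-ratio DEGs were higher. Same-numbered libraries did not deviate together (correlations of -0.33, -0.23 and -0.05), which gives no sign that the numbers pair the mice. With 3 mice per genotype, these correlations cannot exclude a pairing.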

Differences from the paper's values

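The paper's 30 M reads per sample are sequenced reads, and the median total counted on genes here was 17.2 M, which is another quantity. No alternative changes this total.

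For *Krt14*, the likelihood-ratio FDR here was 6.83e-09 against the paper's 0.085. None of the alternatives set before the data were examined closed the gap. With a trended dispersion before the tagwise step, a setting chosen after seeing the values, the FDR was 0.119, and with protein-coding genes only as well it was 0.103. For *Ctgf*, the FDR was 4.09e-05 against the paper's 2.07E-06, and none of the alternatives set before the data were examined closed the gap, while the same settings chosen after seeing the values gave 2.36e-06 and 1.83e-06. For *Krt6b*, the FDR was 1.22e-10 against the paper's 3.13E-10, and again none of the alternatives set before the data were examined closed the gap. The trended dispersion, chosen after seeing the values, gave 2.54e-10. With protein-coding genes only as well it was 2.04e-10, further from the paper's value. For *Plau*, the FDR was 0.137 against the paper's 0.055. Without YAP2-5SA-∆C replicate 2 it was 0.0459, and no other alternative set before the data were examined closed the gap. One of these, the trended and tagwise dispersion from edgeR's estimateDisp, went past it, with an FDR of 0.0233 that is under 0.05. The settings chosen after seeing the values gave 0.0733 and 0.0579.

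The paper places *Krt14* and *Inhba* outside its threshold, whereas both passed 0.05 in the likelihood-ratio test here. With the trended dispersion, chosen after seeing the values, both were outside it (*Inhba* 0.0654). With that setting and protein-coding genes only, 1517 genes were called, including 1480 of the 1491 genes of Table S1.

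The paper counts *Plaur* among upregulated genes, and its FDR here was 0.0174 in the likelihood-ratio test and 0.0857 in the quasi-likelihood test. *Plau* and *Tgfbr3*, which did not pass 0.05 in the quasi-likelihood test, passed in DESeq2's Wald test (0.0325 and 0.0147). *Fgf5*, at 0.121 in the quasi-likelihood test, was at 0.000639 in the likelihood-ratio test, 0.0980 in voom and 0.0417 in DESeq2. In the quasi-likelihood test, 8 of the 10 RT-PCR genes did not pass 0.05, whereas all 10 did in the likelihood-ratio test.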

Other observations

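The tests on the hair genes were set out before their values were computed. The GC and length corrections, the recovered M6 weights and the counts of other splits were chosen after the results they bear on were seen.

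Genes of the hair shaft and inner root sheath were lower in YAP2-5SA-∆C skin. None of the 24 tested members was higher, and their median log2 fold change was -1.99. Relative to the wild type mean, the median member stood at -1.15, -3.73 and -1.03 in YAP2-5SA-∆C replicates 1, 2 and 3 and between -0.23 and 0.15 in wild type skin. YAP2-5SA-∆C replicate 2 does not account for the direction: without it the median was -1.07, and the largest camera p over the 6 fits without 1 library was 4.49e-09, with the preset correlation of camera. The hair set did not pass in fry (adjusted p = 0.161) or in camera with an estimated correlation (adjusted p = 0.425). A candidate explanation is less hair follicle tissue in the biopsies, follicles at another stage, or the abnormal follicles that the paper describes in these mice. Melanocyte genes, which in skin at this age sit in the follicle, fell with them (median log2 fold change -1.20, 0 of 13 higher), as that explanation needs, though they too passed only with the preset correlation (fry adjusted p = 0.0783, estimated correlation 0.425). The sebaceous gland set rose instead (median log2 fold change 0.63, 11 of 12 higher), which a loss of follicles together with their glands would not give. That set too passed only with the preset correlation (fry adjusted p = 0.0783, camera with an estimated correlation adjusted p = 0.425). The number of follicles, their stage and their abnormality cannot be separated in these libraries. *Fgf5*, *Msx2* and *Foxn1* fell in the same libraries.

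The marker sets were tested with camera at a preset correlation, but 2 of the 10 splits of the 6 libraries, the real one included, gave 10 of 14 sets past 0.05, and with an estimated correlation camera called 0 sets (0 at an unadjusted p under 0.05), so the number of sets does not separate genotype from other groupings. In fry, the macrophage set (median log2 fold change 0.53, 12 of 12 higher) and the mast cell set (0.59, 6 of 7 higher) had an adjusted p of 0.0339. The medians of the other sets were 1.57 for stress keratinocyte, 0.63 for sebaceous gland, 0.47 for basal keratinocyte, 0.45 for suprabasal keratinocyte, 0.38 for T cell, 0.25 for fibroblast, -0.01 for adipocyte and -0.86 for skeletal muscle, and neither these sets nor the hair, melanocyte, cell cycle and YAP/TAZ sets passed 0.05 in fry. The marker set skeletal muscle varied as much within wild type skin, from -1.48 to 0.88, and no longer passed 0.05 in camera without wild type replicate 2, wild type replicate 3 or YAP2-5SA-∆C replicate 3 (-0.38, -0.58 and -0.55). With each library left out in turn, the median ranged from 0.20 to 0.68 for suprabasal keratinocyte. It ranged from 0.21 to 0.52 for T cell and from 0.12 to 0.34 for fibroblast. No gene is in more than 1 set. The study named 2 stress keratinocyte genes, 3 genes of the YAP/TAZ signature and 1 each of the melanocyte, macrophage and basal keratinocyte sets.

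The cell cycle set had a median log2 fold change of -0.09, with 6 of 24 genes higher (camera adjusted p = 0.145). It passed 0.05 as lower without wild type replicate 2 (-0.12, camera adjusted p = 0.0362) and without YAP2-5SA-∆C replicate 1 (-0.14, camera adjusted p = 0.00643), and for the marker set cell cycle the adjusted p over the 6 fits without 1 library reached 0.791. The YAP/TAZ signature had 10 of 20 genes higher (camera adjusted p = 0.883). Whole skin was sequenced, so a change confined to basal keratinocytes could be diluted. The largest of the 6 fits without 1 library put the signature at 0.09.

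For M6, the frequency of the sequence in any 3′ UTR of that length may account for its share among the DEGs: with recovered weights the voom genes and matched genes did not differ (Fisher's exact p = 0.900), nor with the pure GT repeat. The test on the listed sequences (Fisher's exact p = 2.32e-09) cannot decide it, since those sequences were found in the voom genes. Whether YAP/TEAD binds any of these sites was not tested.

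The excess of higher genes among the quasi-likelihood calls stayed after a GC correction (73.1% higher) and a length correction (68.6% higher), which argues against both as its whole cause. Without YAP2-5SA-∆C replicate 2 the share was 49.9%, but of 816 genes. It was 86.6% of 142 genes without wild type replicate 1 and 88.4% of 86 genes without YAP2-5SA-∆C replicate 1. Some longer lists from all 6 libraries had lower shares (53.1% of 1568 in the likelihood-ratio test) and others did not (81.5% of 416 with upper-quartile factors). At a fixed length, 74 of the top 100 likelihood-ratio genes were higher with all 6 libraries, 52 without YAP2-5SA-∆C replicate 2 and 46 without YAP2-5SA-∆C replicate 3, so list length alone does not account for the fall in that test. The quasi-likelihood calls were not compared at a fixed length.

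In the unnamed gene ENSMUSG00000045999, wild type replicate 3 had 591537 counts and the other libraries between 10785 and 46250. No explanation was tested.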
